# Activated-memory T cells influence naïve T cell fate: a noncytotoxic function of human CD8 T cells

**DOI:** 10.1038/s42003-022-03596-2

**Published:** 2022-06-29

**Authors:** Kazuki Sasaki, Mouhamad Al Moussawy, Khodor I. Abou-Daya, Camila Macedo, Amira Hosni-Ahmed, Silvia Liu, Mariam Juya, Alan F. Zahorchak, Diana M. Metes, Angus W. Thomson, Fadi G. Lakkis, Hossam A. Abdelsamed

**Keywords:** Cytotoxic T cells, Immunological memory

## Abstract

T cells are endowed with the capacity to sense their environment including other T cells around them. They do so to set their numbers and activation thresholds. This form of regulation has been well-studied within a given T cell population – i.e., within the naïve or memory pool; however, less is known about the cross-talk between T cell subsets. Here, we tested whether memory T cells interact with and influence surrounding naïve T cells. We report that human naïve CD8 T cells (T_N_) undergo phenotypic and transcriptional changes in the presence of autologous activated-memory CD8 T cells (T_Mem_). Following in vitro co-culture with activated central memory cells (T_CM_), ~3% of the T_N_ acquired activation/memory canonical markers (CD45RO and CD95) in an MHC-I dependent-fashion. Using scRNA-seq, we also observed that ~3% of the T_N_ acquired an activated/memory signature, while ~84% developed a unique activated transcriptional profile hybrid between naïve and activated memory. Pseudotime trajectory analysis provided further evidence that T_N_ with an activated/memory or hybrid phenotype were derived from T_N_. Our data reveal a non-cytotoxic function of T_Mem_ with potential to activate autologous T_N_ into the activated/memory pool. These findings may have implications for host-protection and autoimmunity that arises after vaccination, infection or transplantation.

## Abstract (web summary)

Human activated memory CD8 T cells develop a non-cytotoxic function and influence the fate of autologous naïve CD8 T cells where they acquire an activated/memory state and a hybrid state between naïve and activated memory.

## Introduction

Throughout the lifetime of an organism, biological systems are constantly challenged to regulate their cell numbers, function, and specificity. Along the same lines, the immune system utilizes several mechanisms to continuously sense its environment and respond appropriately. For instance, the pool of mature naïve T cells maintains its survival and function through a low degree of self-reactivity and contact with the common gamma chain cytokine IL-7, while memory T cells slowly proliferate in response to homeostatic cytokines over a long period of time^1–3^. Whether these populations interact and regulate each other is not well understood.

Naïve T cells (T_N_) continually recirculate between secondary lymphoid tissues and the blood. They dwell in the lymph nodes for 12–24 h before returning to the blood stream via efferent lymphatics^4–6^. Memory T cells patrol nonlymphoid tissues and the spleen but can also circulate and reside in lymph nodes, which is particularly true for the central memory T cell (T_CM_) subset. Upon antigen re-exposure, T_CM_ undergo a rapid transition from a quiescent to a highly activated proliferative/effector state in lymph nodes before migrating to the site of infection to eliminate the pathogen^7,8^. Moreover, a proportion of the activated memory T cells re-enter lymph nodes including those that are antigen-free^9,10^. Despite reports of differential localization of naïve and T_CM_ in the lymph nodes upon infection, substantial overlap between their anatomical locales still exists under steady-state conditions and following activation^11,12^. Hence, it is possible that memory and naïve T cells encounter each other in secondary lymphoid tissues.

Here we hypothesized that upon activation, memory CD8 T cells acquire a noncytotoxic function whereby they interact with naïve CD8 T cells and alter their phenotype and activation state. To test this hypothesis, we designed an in vitro system in which human polyclonal naïve CD8 T cells were co-cultured with autologous, activated memory CD8 T cell subsets. The phenotype and transcriptional profile of naïve cells was analyzed at the end of the co-culture period. We report that in the presence of activated T_CM_ or stem cell memory (T_SCM_) cells, a small proportion (~3%) of autologous naïve CD8 T cells acquired phenotypic and transcriptional features of activated/memory CD8 T cells in an MHC class I-dependent manner, whereas a much larger proportion (~84%) transitioned to a unique activated state, hybrid between naïve and activated memory. These findings imply that activated memory T cells can set the activation threshold of neighboring naïve T cells.

## Results

### Naïve CD8 T cells acquire an activated/memory phenotype in the presence of activated memory CD8 T cells

To examine the influence of activated memory T cells on neighboring naïve T cells (T_N_), we sorted human memory CD8 T cells subsets (T_EM_, T_CM_, and T_SCM_) and labeled them with CFSE (Fig. 1a and Suppl. Fig. 1a). We then stimulated each memory subset separately overnight using magnetic beads coated with anti-CD3 and anti-CD28 antibodies. After beads removal, we co-cultured the activated memory CD8 T cell subsets separately with sorted autologous naïve CD8 T cells labeled with cell trace violet (CTV) at a 1:1 ratio without any further exogenous stimulation (Fig. 1a and Suppl. Fig. 1a). As controls, naïve CD8 T cells were cultured alone or in the presence of unstimulated memory CD8 T cells. Seven days later, the phenotype of the naïve CD8 T cells (CTV^+^CFSE^−^) was examined by flow cytometry based on the expression of the lymphoid-tissue homing chemokine receptor CCR7 and the spliced form of tyrosine phosphatase CD45RO (Fig. 1b). In the presence of activated T_CM_ CD8 T cells, we observed a significant (~10-fold) increase in the frequency of naïve CD8 T cells that acquired an activated/memory phenotype (CD45RO^+^, ~1.5%) compared to controls (~0.15%) (Fig. 1b, c). Of note, CD45RO^+^ cells were present in both the CTV^hi^ and the CTV^int^ naïve CD8 T cell population (Suppl. Fig. 1b). Further, we observed a similar change in naïve CD8 T cell phenotype in the presence of activated T_SCM_ CD8 T cells (~1.2%) but to a lesser extent in the presence of activated T_EM_ (~0.5%) (Fig. S1c, d). Since it is expected that T_CM_ CD4 T cells can co-exist with naïve and T_CM_ CD8 T cells in the lymphoid compartment^13^, we thought to examine the effect of activated T_CM_ CD4 T cells on naïve CD8 T cells as well. Indeed, we observed a similar effect albeit to a higher extent in the presence of activated T_CM_ CD4 T cells (~8.5%) (Fig. S1e). Ongoing studies are implemented to further understand this phenotype.

**Fig. 1:**
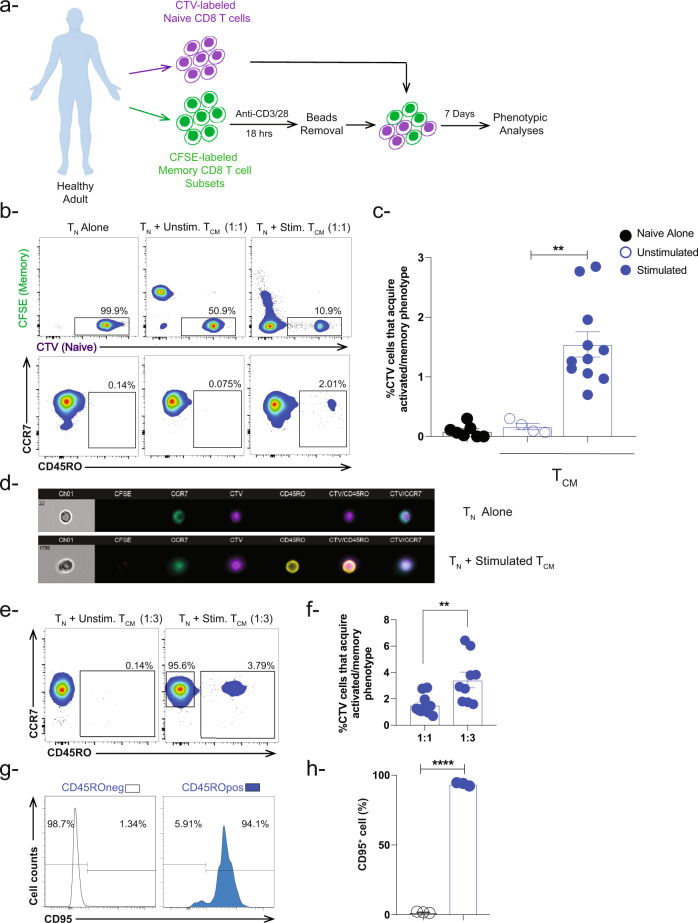
Human naïve CD8 T cells undergo phenotypic changes in the presence of autologous activated memory CD8 T cells. **a** In vitro co-culture schema showing stimulation of sorted CFSE-labeled human memory CD8 T cell subsets with anti-CD3/CD28 magnetic beads (1:1 ratio). After overnight stimulation, the beads were removed using a plate magnet followed by incubation with CTV-labeled naïve CD8 T cells for 7 days (memory:naive ratio [1:1 ratio and 3:1 ratio]). CTV-labeled cells were examined for activated/memory phenotype. **b** Representative flow cytometry plots depicting gating strategy for live CTV-naïve CD8 T cells expressing CCR7^+/−^ CD45RO^+^ under three conditions: (T_N_) alone, naïve co-cultured with unstimulated T_CM_, or with stimulated T_CM_. The gating strategy includes CTV^+/int^ subpopulations and excludes CTV^neg^ cells. This gating strategy has been used in the analyses to exclude CFSE^neg^ activated memory CD8 T cells which might overlap with the CTV^neg^ population. **c** Bar-graph showing percent of CTV-labeled naïve CD8 T cells that acquire activated/memory phenotype based on CCR7 and CD45RO cell surface expression in the presence of stimulated T_CM_ (blue box) at 1:1 ratio (T_CM_:T_N_). Naïve CD8 T cells were cultured alone or in the presence of unstimulated T_CM_ and were used as controls. Blue closed circles depict stimulation conditions, while open circles depict unstimulated conditions (*n* = 4–11 healthy donors). **d** Representative image (*n* = 1) showing cell surface markers expressed by CTV-labeled naïve CD8 T cells alone and in the presence of stimulated T_CM_ CD8 T cells using advanced imaging flow cytometry. **e** Representative flow cytometry plots and **f** Bar-graph showing the percentage of CTV-labeled naïve CD8 T cells that acquire an activated/memory phenotype in the presence of stimulated T_CM_ at 3:1 (*n* = 9) and 1:1 (*n* = 11) ratio (T_CM_:T_N_). **g** Histograms showing expression of CD95 (activation/memory marker) in both subpopulations CTV^+^ CD45RO^neg^ and CD45RO^+^ in the presence of CFSE-labeled activated T_CM_ CD8 T cells. **h** Bar-graph showing percent of cells expressing CD95 (*n* = 3) **P < 0.01 ****P < 0.0001. Unpaired nonparametric Mann-Whitney test was used. Data are presented as means ± SEM.

We next used advanced imaging flow cytometry to confirm that naïve CD8 T cells acquired an activated/memory phenotype. As shown in Fig. 1d, CTV^+^CFSE^−^ naïve CD8 T cells co-expressed CCR7 and CD45RO after co-culture with activated T_CM_ but not when cultured alone. The low incidence of naïve CD8 T cells that acquired an activated/memory phenotype prompted us to ask whether this phenotype is dependent on the memory:naïve CD8 T cell ratio. We, therefore, repeated the co-culture using a higher ratio of memory to naïve CD8 T cells and found that a 3:1 ratio (T_CM_:T_N_) significantly increased the frequency of CD8 T cells that acquired an activated/memory phenotype compared to the 1:1 ratio (~3% vs 1.5%, respectively) (Fig. 1e, f). Additionally, we examined the expression of the Fas receptor (FasR, CD95), which is another activation/memory marker, on the CTV^+^CFSE^−^ cells at the end of the co-culture. We found that the naïve CD8 T cells that acquired an activated/memory phenotype (CD45RO^+^) upregulated CD95 compared to naïve CD8 T cells that remained CD45RO^−^ (Fig. 1g, h). Taken together, these results indicate that, in addition to their known cytotoxic functions, activated long-lived memory CD8 T cells (T_CM_ and T_SCM_ subsets) acquire a noncytotoxic function whereby they shift neighboring naïve CD8 T cells towards an activated/memory phenotype.

### Phenotypic and functional analyses of activated memory CD8 T cell subsets

Memory T cell subsets are known to acquire different proliferation capacities in response to cytokine and/or antigen stimulation^14–19^. Hence, we thought to compare the proliferation of sorted T_EM_, T_CM_, and T_SCM_ CD8 T cells in our in vitro system following overnight stimulation with anti-CD3/CD28 beads **(**Fig. 2a). As expected, a minority of T_EM_ had divided 7 days post-bead removal (~13% CFSE^lo^) while 95% of T_CM_ and T_SCM_ had proliferated **(**Fig. 2b**)**. Despite we observed almost 95% of T_CM_ CD8 cell subset proliferated at Day 6 (following removal of beads), the cells underwent gradual proliferation at earlier time point i.e., Day 3 (Fig. S2a). Additionally, all memory subsets downregulated CCR7 following activation (Fig. 2c). These data suggested that once long-lived memory CD8 T cells (T_CM_ and T_SCM_ CD8 T cells) undergo a brief antigen stimulation (18 h), they become committed to proliferation and differentiation programs even in the absence of the original stimulus. Previous studies showed similar phenomenon in mouse naïve and antigen-specific T cells^20–24^.

**Fig. 2:**
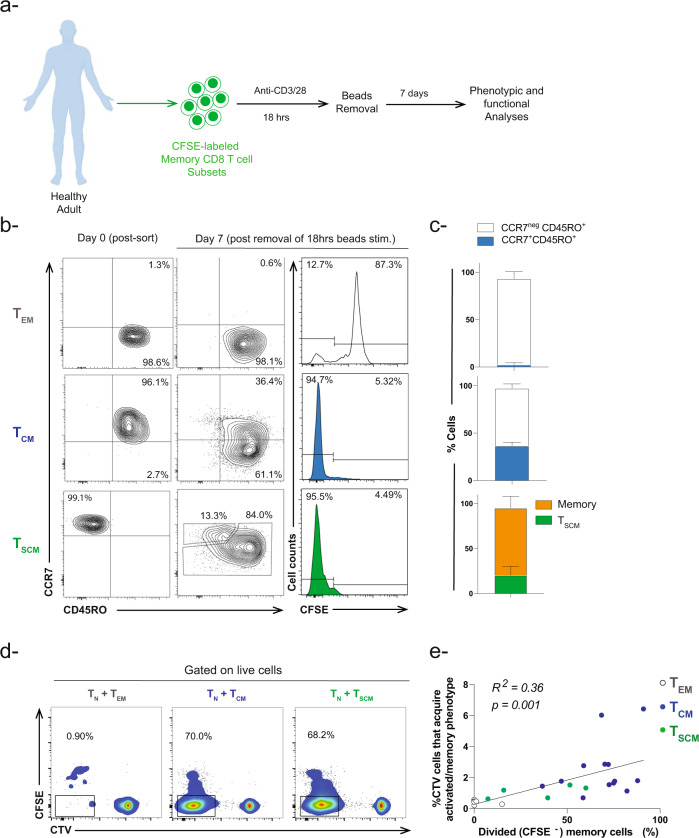
Phenotype and proliferation capacity of activated memory CD8 T cell subsets. **a** Experimental setup diagram for activation of memory CD8 T cell subsets. **b** Representative flow cytometry contour plots showing the phenotype of memory CD8 T subsets at Day 0 and Day 7 after removal of anti-CD3/CD28 stimulation. Histograms showing proliferation of CFSE-labeled memory CD8 T cell subsets. **c** Bar-graph showing the percentage of memory CD8 T cells that maintain or change their phenotype following removal of TCR stimulation (*n* = 3–6). **d** Representative flow cytometry plots showing proliferation of CFSE-labeled activated memory CD8 T cell subsets in the presence of CTV-labeled naïve CD8 T cells. The percent in the graph represents the proportion of dividing memory CD8 T cells (CFSE^neg^). **e** Pearson coefficient correlation analyses between percent of dividing memory CD8 T cell subsets in the presence of naive CD8 T cells versus percent of naïve CD8 T cells that acquired an activated/memory phenotype. Simple linear regression test was applied between the two variables (*n* = 24, *R*^*2*^ = 0.36 *p* = 0.001).

Since we observed that the activated T_CM_ and T_SCM_ subsets had the highest proliferative capacity and the most pronounced effect in our co-culture experiments (Figs. 1c and 2b), we asked whether the acquisition of an activated/memory phenotype by naïve T cells correlates with memory T cell proliferation. To test this hypothesis, we performed simple linear regression test using Pearson correlation coefficient analyses to draw a relationship between two variables: (1) percentage of CD45RO^+^ CTV^+^ CD8 T cells and (2) percent dividing memory T cells within the total memory population following co-culture with naïve CD8 T cells (Fig. 2d). In our analyses, we found a direct correlation between both variables (*R*^*2*^ = 0.36, *p* = 0.001) **(**Fig. 2e**)**, in which an increase in the proliferation of memory CD8 T cells specially T_CM_ is associated with increase in the frequency of naïve CD8 T cells with acquired activated/memory phenotype. These data suggest that the differential proliferation capacity of memory T cell subsets (Fig. 2b) could account for their discrepant effect on naïve T cell fate.

### Acquisition of activated/memory phenotype by naïve CD8 T cells is dependent on memory CD8 T cell proliferation

The direct correlation between the proliferation capacity of memory CD8 T cell subsets and the naïve CD8 T cell phenotype prompted us to ask what will happen if we block the proliferation of activated memory CD8 T cells, could this impair their capacity in influencing the fate of naïve CD8 T cells. To answer this question, we irradiated activated CFSE-labeled T_CM_ CD8 T cells and co-culture them with CTV-labeled naïve CD8 T cells. As controls, we used activated non-irradiated T_CM_ CD8 T cells. Indeed, upon irradiation, we observed a dramatic reduction in the frequency of naïve with activated/memory phenotype compared to non-irradiated controls (Fig. 3a, b).

**Fig. 3:**
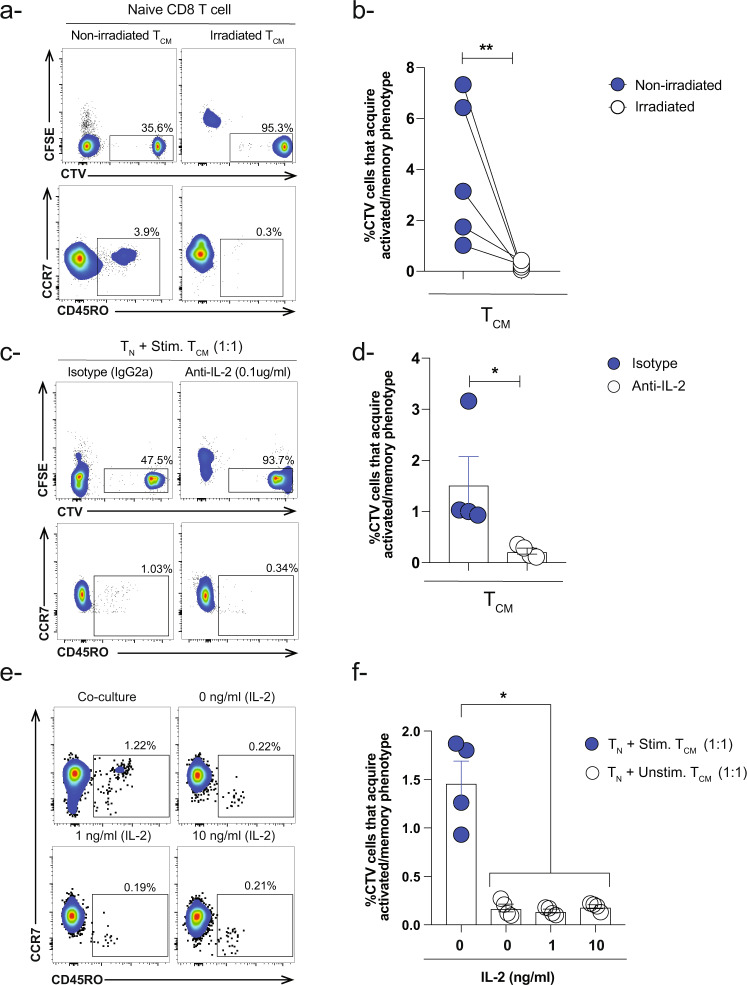
Proliferation of activated memory CD8 T cell subsets influence the phenotype of naïve CD8 T cells. **a** Representative flow cytometry plots and **b** paired-analysis showing the frequency of naïve CD8 T cells that acquired activated/memory phenotype in the presence of activated non-irradiated and irradiated T_CM_ CD8 T cells (memory:naïve-3:1 ratio). Wilcoxon test (paired nonparametric t-test) was used **P < 0.01. Data are presented as means ± SEM (*n* = 5 healthy donors) **c** Representative flow cytometry plots and **d** Bar-graph showing the effect of anti-IL-2 human antibody (0.1 μg/ml) on the frequency of naïve CD8 T cells that acquired activated/memory phenotype in the presence of activated T_CM_ CD8 T cells (1:1) ratio. Isotype IgG2a was used at the same concentration as a control (*n* = 4). Unpaired nonparametric Mann-Whitney test was used. Data are presented as means ± SEM *P < 0.05. **e** Representative flow plots and **f** Bar-graph showing the frequency of CTV-labeled naïve CD8 T cells that acquired activated/memory phenotype in the presence of unstimulated T_CM_ CD8 T cells (1:1 ratio) and different concentrations of exogenous rhIL-2 compared to regular co-culture conditions (T_N_ + stimulated T_CM_ 1:1). Ordinary one-way ANOVA Bonferroni multiple comparison test was used *P < 0.05. Data are presented as means ± SEM (*n* = 4).

To further validate our findings, we used the immunosuppressive drug Cyclosporin A (CsA), a calcineurin inhibitor that suppresses T cell proliferation^25,26^. In this experimental setup, we co-cultured naïve CD8 T cells with activated CFSE-labeled T_CM_ CD8 T cells in the absence or presence of different concentrations of CsA (10 ng/ml and 100 ng/ml). In the presence of CsA, we observed a significant decrease in the proliferation of activated memory T_CM_ CD8 T cells as well as naïve CD8 T cells with acquired activated/memory phenotype compared to co-culture conditions without the drug (Fig. S3a, b). These results demonstrated that the proliferation capacity of activated memory T_CM_ CD8 T cells plays an important role in acquisition of activated/memory phenotype by naïve CD8 T cells.

Since gamma chain cytokines such as IL-2 are crucial in the survival and proliferation of T cells^27,28^, while CsA abrogates T cell proliferation through suppression of IL-2 production and other cytokines^29–32^, we thought to examine the effect of IL-2 blockade on our phenotype during the co-culture. To achieve such aim, we first determined the levels of IL-2 in the supernatant of activated T_CM_ CD8 T cells following beads stimulation as a guidance for how much anti-IL-2 we should add during the co-culture conditions. As expected, we observed a significant increase in the levels of IL-2 in the supernatant of stimulated T_CM_ CD8 T cells with an average of 1300 pg/ml compared to unstimulated controls (Fig. S3c).

We next activated CFSE-labeled T_CM_ CD8 T cells then co-culture them with CTV-labeled naïve CD8 T cells in the presence of anti-human IL-2 antibody. As controls, we used isotype antibody at the same concentration. Following 6 days of the co-culture, we examined the proliferation capacity of CFSE-labeled T_CM_ CD8 T cells as well as the phenotype of CTV-labeled naïve CD8 T cells. We observed a significant decrease in the proliferation capacity of memory T cells and concurrently the frequency of naïve CD8 T cells with an activated/memory phenotype was much less compared to isotype controls. These data suggest that IL-2 plays an indirect role in the acquisition of activated/memory phenotype by naïve CD8 T cells through induction of memory T cell proliferation (Fig. 3c, d).

However, our approach still did not address whether blocking IL-2 will have a direct effect on naïve CD8 T cells to acquire activated/memory phenotype independent of the proliferation of memory CD8 T cells. Hence, we added rhIL-2 cytokine (1 ng/ml and 10 ng/ml) to the co-culture conditions of naïve in the presence of unstimulated T_CM_ CD8 T cells for 6 days. In this experimental setup, we did not observe an increase in the frequency of naïve CD8 T cells with acquired activated/memory phenotype as well as proliferation of T_CM_ CD8 T at both concentrations compared to regular co-culture conditions (Fig. 3e, f). These results suggest that MHC-TCR axis (signal 1) and probably other soluble factor(s) could be the early events required to initiate the proliferation of T_CM_ CD8 T cells and hence acquisition of activated/memory phenotype by naïve CD8 T cells. Thus far, our data reveal a cause-and-effect relationship between acquisition of activated/memory phenotype by naïve CD8 T cells and the proliferation capacity of activated memory T_CM_ CD8 T cells.

### Activated memory CD8 T cells alter naïve CD8 T cell phenotype via a contact, MHC class I dependent mechanism

To further test the above-mentioned hypothesis, we investigated the effect of cell-free supernatant from activated T_CM_ cells on naïve T cells (Fig. 4a). Following 7 days of culture, only ~0.4% of the naïve T cells acquired a CD45RO^+^ phenotype in the presence of cell-free supernatant compared to ~1.6% of those co-cultured with activated T_CM_ at a 1:1 ratio (Fig. 4c, d). To validate our results, we also used a transwell system in which activated T_CM_ was separated from the naïve cells by a transmembrane during the co-culture period (Fig. 4b). As shown in Fig. 4e, f, CD45RO^+^ naïve T cells with acquired activated/memory CD8 T cell were scarcely detected compared to contemporaneous control co-culture where the cells were not separated (mean ~0.1% vs 2.2%). These results suggest that contact between naïve and activated memory T cells is necessary for the acquisition of the activated/memory phenotype by naïve cells.

**Fig. 4:**
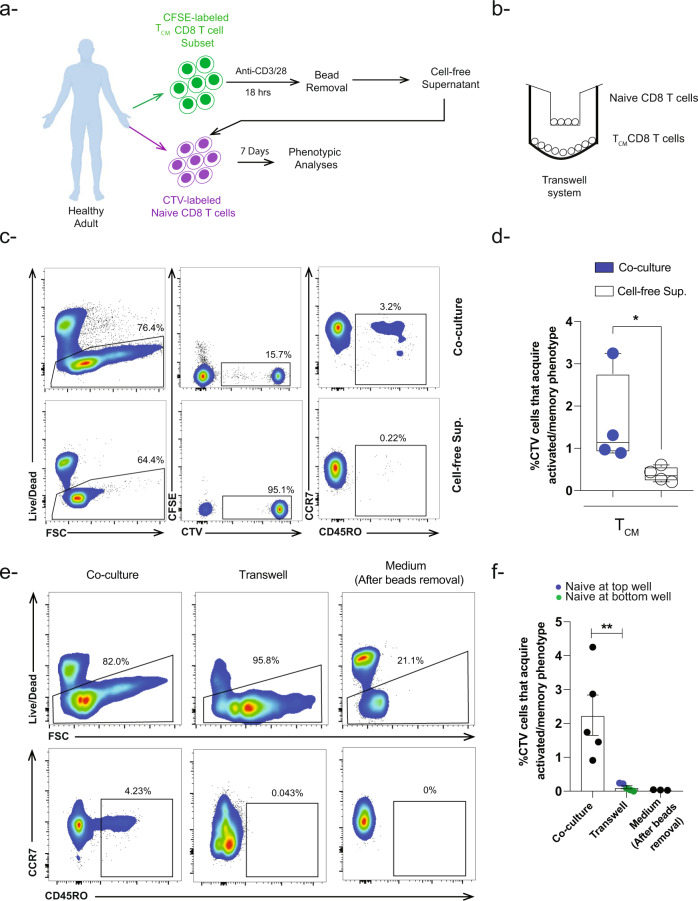
Naïve CD8 T cells require cell-to-cell contact to acquire activated/memory phenotype. **a** Schematic view of the experimental approach showing that naïve and memory T_CM_ CD8 T cells were sorted from healthy adults then labeled with CTV and CFSE respectively. CFSE-labeled T_CM_ cells were stimulated with anti-CD3/CD28 beads (1:1 ratio). After overnight stimulation, beads were removed by plate magnet followed by collection of cell-free supernatant, which then was added to unmanipulated CTV-labeled naïve CD8 T cells. Following 7 days of incubation, activated/memory T cell phenotype was examined in CTV-labeled naïve CD8 T cells. **b** Schematic view of the transwell system experimental approach showing sorted naïve CD8 T cells were cultured on the top well of transwell system while activated memory T_CM_ CD8 T cells were cultured at the bottom well. **c** Representative flow cytometry plots and **d** Box plot showing the incidence of CTV-labeled naïve CD8 T cells that acquired activated/memory phenotype in the presence of cell-free supernatant from stimulated T_CM_ CD8 T cells compared to co-culture conditions (*n* = 4). **e** Representative flow cytometry plots and **f** Bar-graph showing the incidence of CTV-labeled naïve CD8 T cells that acquired an activated/memory phenotype (upregulation of CD45RO) in the presence of stimulated T_CM_ CD8 T cells but separated from each other using the transwell system compared to co-culture conditions (*n* = 5). Blue closed circles depict conditions were naïve CD8 T cells were cultured at the top (*n* = 2) while green closed circles represent conditions were naïve CD8 T cells cultured at the bottom (*n* = 3). To examine if there was a carry-over effect of beads following beads removal, medium was added to CTV-labeled naïve CD8 T cells after beads removal (*n* = 3). **P < 0.01 *P < 0.05 Unpaired nonparametric Mann-Whitney test was used. Data are presented as means ± SEM.

Since the nature of the cell surface molecule that could mediate this phenotype is not known yet, we postulated that contact might be mediated by MHC-I molecules for two reasons: (1) MHC-I molecules are ubiquitously expressed by immune and non-immune cells^33^ and (2) MHC-I-self-peptide interaction with TCR plays an important role in lymphopenia induced proliferation (LIP) and the subsequent generation of memory cells from naïve CD8 T cells in the absence of cognate antigen^34,35^. Consequently, we thought first to examine the expression of MHC-I molecule on unstimulated and stimulated T_CM_ cells. Indeed, we observed a significant increase in the mean fluorescence intensity (MFI) of MHC-I following overnight anti-CD3/28 beads stimulation compared to unstimulated controls (Fig. S3d). We next blocked MHC-I molecules by adding a pan anti-MHC-I antibody and examined the phenotype of the naïve CD8 T cells 7 days later (Fig. 5a). We observed a significant decrease in the frequency of naïve CD8 T cells that acquired an activated/memory phenotype (CD45RO^+^) upon blocking MHC-I at different concentrations compared to isotype controls (Figs. 5b, c, S3e). It is noteworthy to mention that we observe a change in the frequency of CTV-naïve and CFSE-memory CD8 T cells upon blocking MHC-I compared to controls. To further validate our results, we repeated the co-culture conditions 3:1 (memory:naïve) ratio in the absence or presence of anti-MHC-I antibody (5 μg/ml). Under these conditions, we observed similar results where upon blocking MHC-I molecules, there was a significant decrease in the frequency of naïve CD8 T cells that acquire activated/memory phenotype (mean ~0.9% vs 3%, respectively) (Fig. 5d, e). In summary, these data indicate that naïve CD8 T cells contact activated memory T cells and acquire an activated/memory phenotype via an MHC-I-dependent mechanism albeit gamma chain cytokines could also contribute minimally since we did not observe a complete abrogation of the phenotype.

**Fig. 5:**
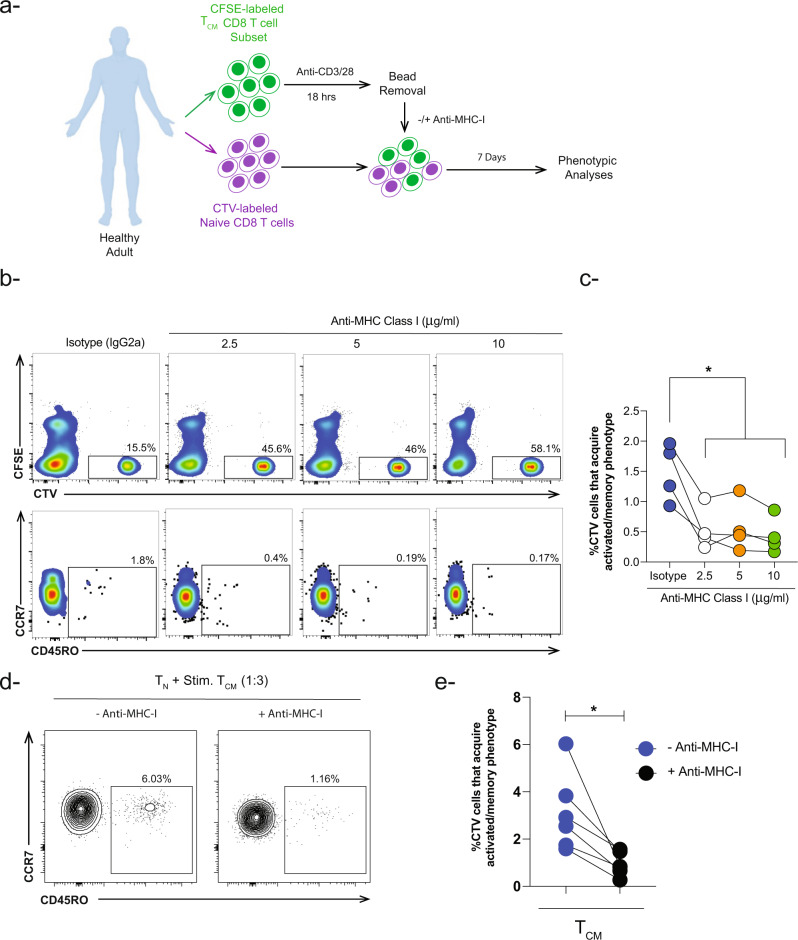
Activated/memory phenotype is acquired by naïve CD8 T cells in MHC class I dependent manner. **a** Schematic view of the experimental approach shows that naïve and memory T_CM_ CD8 T cells were sorted from healthy adults then labeled with CTV and CFSE respectively. CFSE-labeled T_CM_ cells were stimulated with anti-CD3/CD28 beads (1:1 ratio). After overnight stimulation, beads were removed by plate magnet followed by incubation with CTV-labeled naïve CD8 T cells at ratio 1:1 and 3:1 ratio (memory:naïve) in the presence of different concentrations of anti-MHC class I antibody. Isotype antibody IgG2a was used as a control (2.5 μg/ml). **b** Representative flow cytometry plots and **c** Column graph (individual values) tracking the effect of anti-MHC-I antibody at different concentrations (2.5, 5, 10 μg/ml) on the acquisition of activated/memory phenotype by naïve CD8 T cells compared to isotype control. Ordinary one-way ANOVA Bonferroni multiple comparison test was used *P < 0.05 (*n* = 4). **d** Representative flow cytometry contour plots and **e-** Paired analysis showing the incidence of CTV-labeled naïve CD8 T cells that acquired a memory phenotype in the presence of stimulated T_CM_ CD8 T cells (memory:naïve—3:1 ratio) with (black circle) or without (blue circle) anti-MHC Class I antibody 5 μg/ml. Wilcoxon test (paired nonparametric *t* test) was used *P < 0.05 (*n* = 6).

### Transcriptional changes in naïve CD8 T cells co-cultured with activated memory CD8 T cells

The identity of an individual T cell cannot be defined solely by its phenotypic features^36^. Hence, we investigated the nature of these cells based on their transcriptional profile. 

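Cells of 1 healthy donor were used in 3 cultures of 7 days: naïve CD8 T cells alone, activated T_CM_ cells alone, and CTV-labeled naïve cells mixed with activated T_CM_ cells at 1 naïve cell to 3 memory cells. Each sorted sample received its own hashtag antibody, an oligonucleotide-tagged antibody that marks the sample a cell came from, and all were pooled into a single 10x Genomics 5′ library. In such a library each captured RNA molecule carries a unique molecular identifier (UMI), so that molecules rather than reads are counted. According to the methods, the authors aligned the reads to hg38, removed empty droplets and hashtag multiplets and filtered the cells. They deposited for each cell the log2(CPM + 1) value of each gene and the sample given by its hashtag. Of the values above 0, 99.9998% were whole multiples of the smallest value of their cell, to within 0.05 of a UMI, so the UMI counts were recovered and are used throughout. The naïve sample held 2753 cells with 11517579 UMIs in all and a median of 3324 per cell. The activated T_CM_ sample held 1564 cells with 18216767 UMIs and a median of 9853, and the naïve sample after co-culture 5138 cells with 19468187 UMIs and a median of 2853.5. Every condition is 1 sample of 1 donor, so no difference has a replicate check and no p-values were computed. Intervals are at 95% and cover counting error only: exact binomial ones for shares of cells, exact Poisson-based ones for summed counts and their ratios, and Poisson resampling for medians of gene groups.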

To identify the transcriptional changes occurring in naïve CD8 T cells co-cultured with activated T_CM_ cells, we sorted the naïve cells at the end of the 7 days co-culture and performed single-cell RNA sequencing (scRNA-seq). As controls, naïve and activated T_CM_ cells were cultured separately for 7 days then single-cell sequenced (Fig. 6a). Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction algorithm was applied on sequenced cells from the three samples: Naïve, activated T_CM_, and naïve after co-culture. 

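For the neighborhoods, the 100 genes of highest variance in log2(CPM + 1) were embedded by UMAP with the parameters stated in the methods (15 neighbours, minimal distance 0.1, Euclidean distance, random initialization). Since visual borders cannot be rerun, k-means with k = 3 was applied to the UMAP plane. The cluster with most naïve cells was called N1, the cluster with most activated T_CM_ cells N2, and the remaining cluster N3. Gene levels were compared as the log2 ratio of CPM from counts summed over the cells of each neighborhood, with 0.5 counts added to each sum. For these ratios the neighborhoods were drawn again without the named genes and the glycolysis genes among the features, so that no gene was measured on clusters it had helped to define. Between both versions 95.8% of cells kept their neighborhood. Scrublet marked 4 cells (0.0423%) as doublets in a matrix from which the authors report removing hashtag multiplets, and doublets were also weighed by UMI number.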

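The k-means clusters held 3396 cells in N1, 1765 in N2 and 4294 in N3. Of the N3 cells, 4269 carried the hashtag of the naïve sample after co-culture, 19 that of the naïve sample and 6 that of activated T_CM_. N3 is thus nearly a single culture, and a difference between cell states and a difference between culture wells would look the same in it. Leiden clustering of the 15-neighbour graph, which needs no number of clusters, gave 8 clusters. Its 3 large clusters held 4198, 3382 and 1784 cells, of which 4175 were co-cultured, 2707 naïve and 1553 activated T_CM_ cells, respectively.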

The resulting UMAP space contained three visually distinct neighborhoods, which were then classified as N1, N2, and N3 **(**Figs. 6b, S2b**)**. 

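Of the naïve sample, 2714 of 2753 cells (98.6%, interval 98.1 to 99.0) lay in N1, 20 cells (0.726%, 0.444 to 1.12) in N2 and 19 cells (0.690%, 0.416 to 1.08) in N3. Of the activated T_CM_ sample, 1552 of 1564 cells (99.2%, 98.7 to 99.6) lay in N2, and N1 and N3 each held 6 cells (0.384%, 0.141 to 0.833). With the 2000 genes of highest variance in place of 100, the share of activated T_CM_ cells in N2 moved most, to 93.5%.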

While almost all of the cells from the naïve sample localized in N1 and the activated T_CM_ sample in N2, naïve cells after the co-culture were distributed across the three neighborhoods (Fig. 6c). 

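After co-culture, 193 of 5138 naïve cells (3.76%, interval 3.25 to 4.31) lay in N2, above the interval of the naïve sample's share there. These cells had a median of 5661 UMIs, compared with 9907 for the activated T_CM_ cells of N2. N1 held 676 of the co-cultured cells (13.2%, 12.2 to 14.1), with a median of 2866 UMIs. With the named genes left out of the features, the shares were 4.67% in N2 and 14.0% in N1.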

Consistent with the cell surface phenotyping (Fig. 1), ~3% of naïve cells after co-culture neighbored activated T_CM_ in N2, but only ~13% neighbored naïve T cells in N1 (Fig. 6c). Instead, the highest percentage of naïve cells after co-culture (~84%) localized to a distinct neighborhood, N3, indicating that they underwent transcriptional changes divergent from those that might have occurred in naïve or activated memory cells cultured alone. Thus far, our results imply that the vast majority of naïve CD8 T cells undergo substantial transcriptional changes in the presence of activated memory CD8 T cells, whereby a small proportion becomes transcriptionally similar to activated memory (N2) while the rest take on a unique transcriptional profile (N3).

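N3 held 4269 of the 5138 naïve cells after co-culture (83.1%, interval 82.0 to 84.1). Their median of 2813 UMIs was below that of the naïve cells of N1, 3320. When each cell was thinned to 2200 UMIs before the embedding, the share in N3 was 80.9%. This left out 788 shallower cells, of which 671 were co-cultured, 80 naïve and 37 activated T_CM_. The merging of the Leiden clusters to 3 moved this share most, to 0.0195%, because average linkage set apart a cluster of 2 cells and joined the large co-cultured cluster to the naïve one. Apart from that merging, the alternatives gave shares between 76.2%, with at most 5% mitochondrial counts per cell, and 91.3%, with 2000 genes.

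**Figure D1:**
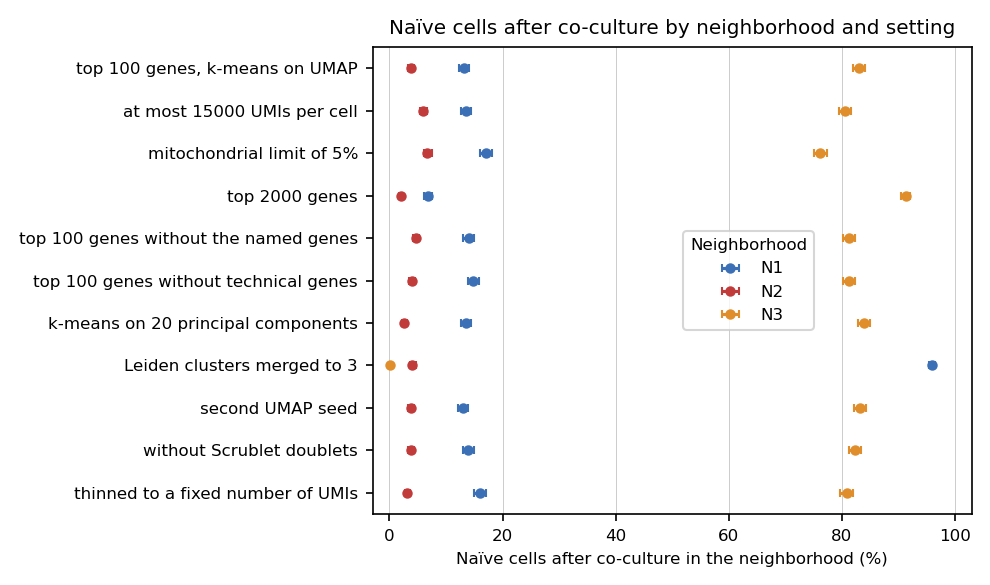
Share of naïve cells after co-culture (%, horizontal axis) in N1, N2 and N3 under each way of filtering cells, choosing genes or drawing neighborhoods (vertical axis). Points are shares and bars exact 95% binomial intervals; N3 holds the largest share under each setting except the merged Leiden clusters, where N1 holds 95.9%.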

**Fig. 6:**
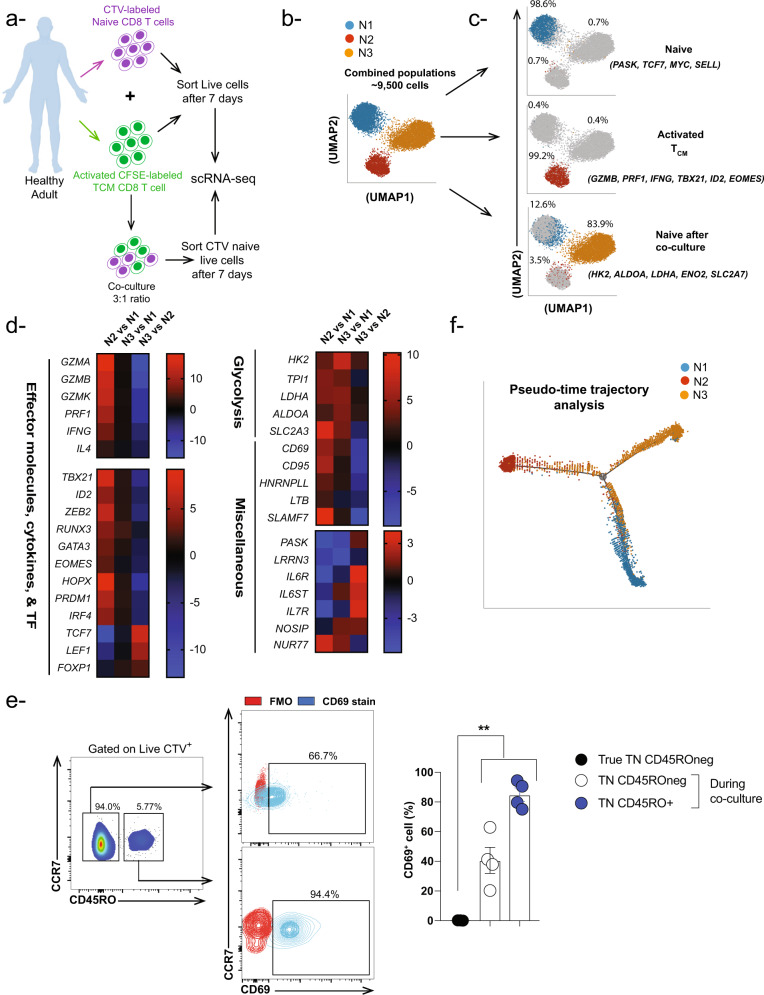
Activated T_CM_ CD8 T cells induce transcriptional changes in autologous naïve CD8 T cells. **a** Experimental setup for scRNA analyses from one healthy donor. **b**, **c** UMAP analyses (focusing on top 100 genes) showing percentage of each neighborhood per sorted cell population including CTV naïve CD8 T cells cultured alone for 7 days (Blue neighborhood-N1), CFSE activated T_CM_ CD8 T cells cultured alone for 7 days (Red neighborhood-N2), and CTV naïve CD8 T cells sorted from the co-culture mix which contains blue, red and orange (Orange-hybrid) neighborhoods. **d** Heat maps depicting genes upregulated in activated memory vs naive neighborhoods (N2 vs N1), hybrid vs naïve neighborhoods (N3 vs N1), (N2 vs N1) as well as downregulated in hybrid vs activated memory T cells (N3 vs N2). **e** FACS plots and bar-graph showing expression of CD69 cell surface activation marker within CTV^+^ CD45RO^neg^ and CTV^+^ CD45RO^+^ sub-populations following co-culture of CTV-labeled naïve CD8 T cells with CFSE-activated T_CM_ CD8 T cells (3:1 ratio-memory:naïve) compared to naïve CD8 T cells in the absence of activated memory CD8 T cells. Red contour plots represent FMO (full minus one) control, while blue contour plots represent CD69 staining. One-way ANOVA Bonferroni multiple comparison test was used **P < 0.01. Data are presented as means ± SEM (*n* = 3-4). **f** Pseudotime temporal analyses showing the differentiation trajectory of N1, N2, and N3 based scRNA-seq gene expression data.

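Between the samples, without any clustering, 5332 genes had at least 500 UMIs over the activated T_CM_ and naïve samples. The 5 with the highest log2 ratio were CXCR6 (4.70, interval 3.96 to 5.67), GNLY (4.26), ADAM8 (4.19), NPDC1 (4.10) and HLA-DRB5 (4.07), of which the last shares reads with near-identical HLA-DRB genes and is uncertain. The 5 lowest were C16orf74 (−6.12, interval −7.14 to −5.36), NOG (−5.90), TCF7 (−4.91), APBA2 (−4.90) and S100B (−4.27).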

To confirm the activated/memory transcriptional signature of N2, and to explore the nature of N3, we performed DEG analysis (Suppl. Table 1). Genes differentially expressed in N1, which mostly contained cells from the naïve sample, were associated with the naïve state. These included *PASK*, *LLRN3, SELL, TCF7*, and *MYC*^15,37^. 

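PASK, on chromosome 2 of hg38 from 241106099 to 241150264, had 535 CPM in N1, 88.5 in N2 and 116 in N3. LRRN3 (LLRN3 in the text; chromosome 7, 111091006 to 111125454) had 405, 86.0 and 72.4 CPM in the same order, and MYC (chromosome 8, 127735434 to 127742951) 119, 59.7 and 37.0. TCF7 (chromosome 5, 134114681 to 134151865) was lowest in N2, with 305 CPM in N1, 19.4 in N2 and 170 in N3. LEF1 and IL7R, also linked to the naïve state, had log2 ratios of −2.43 (interval −2.51 to −2.35) and −2.66 (−2.71 to −2.60) in N2 relative to N1, and of −0.08 (−0.13 to −0.02) and −0.76 (−0.80 to −0.72) in N3 relative to N1.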

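GZMB (chromosome 14, 24630954 to 24634267) had 256 CPM in N2 against 18.3 in N1, a log2 ratio of 3.81 (interval 3.63 to 4.00). The ratios of PRF1, TBX21, ID2 and EOMES were 3.46, 3.24, 2.17 and 1.54, each with its interval above 0. IFNG rested on 134 UMIs in N2 and 6 in N1, a log2 ratio of 3.82 (2.77 to 5.40). After thinning, 28.4% of 1783 N2 cells and 3.51% of 3246 N1 cells held a GZMB UMI. Before thinning these shares were 47.4% of 1816 and 5.38% of 3423 cells. N1 cells should lack this transcript, so their share is the background that free RNA and rare expressing cells give together. Of the glycolysis genes, HK2, LDHA and ENO1 (ENOA in the text) had ratios of 1.82, 2.06 and 2.21. SLC2A7 had 4 UMIs in N2 and 17 in N1, a ratio of −2.51 (−4.67 to −1.02). The median ratio of the 6 effector molecules and cytokines was 3.73 (3.48 to 3.86), and the alternative that moved it most, the difference of mean per-cell log2(CPM + 1), gave 3.12.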

Compared to N1, N2 exhibited gene upregulation associated with the effector and activated/memory states, such as *GZMB, PRF1, IFNG, TBX21, ID2*, *EOMES*, and the glycolysis pathway (*HK2, LDHA, ENOA, SLC2A7*), while genes associated with the naïve state were downregulated (Fig. 6d, N2 vs N1). In contrast, when compared to N1, N3 showed upregulation of genes associated with activation (*RUNX3*, and the glycolysis pathway) but not those associated with the effector state despite the well-accepted correlation between glycolysis and T cell effector state (Fig. 6d, N3 vs N1). Moreover, N3 still differed from N2 in that it retained upregulated expression of genes associated with naïve cells including *PASK, TCF7, LEF1, and IL7R* (Fig. 6d, N3 vs N2). 

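Relative to N1, the median log2 ratio of the 8 named glycolysis genes in N3 was 2.04 (interval 1.95 to 2.12), from 1.74 for TPI1 to 3.16 for HK2. RUNX3 (chromosome 1, 24899511 to 24965121) rose from 32.3 to 65.7 CPM, a log2 ratio of 1.02 (0.86 to 1.19). The 6 effector molecules and cytokines had a median of 0.21 (0.06 to 0.40). Among them GZMA (0.21, 0.10 to 0.31) and GZMK (0.55, 0.33 to 0.77) were above 0 beyond counting error. GZMB at 0.09 (−0.15 to 0.34), PRF1 at 0.22 (−0.08 to 0.52), IFNG at 0.79 (−0.68 to 2.55) and IL4 at −0.89 (−3.18 to 1.01), with 4 UMIs in N3 and 7 in N1, showed no difference detectable at this depth. TBX21, ID2 and EOMES, at 0.37, 0.11 and −0.36, also had intervals that include 0. With 2000 genes for the neighborhoods the effector median was 0.70, its largest move.

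**Figure D2:**
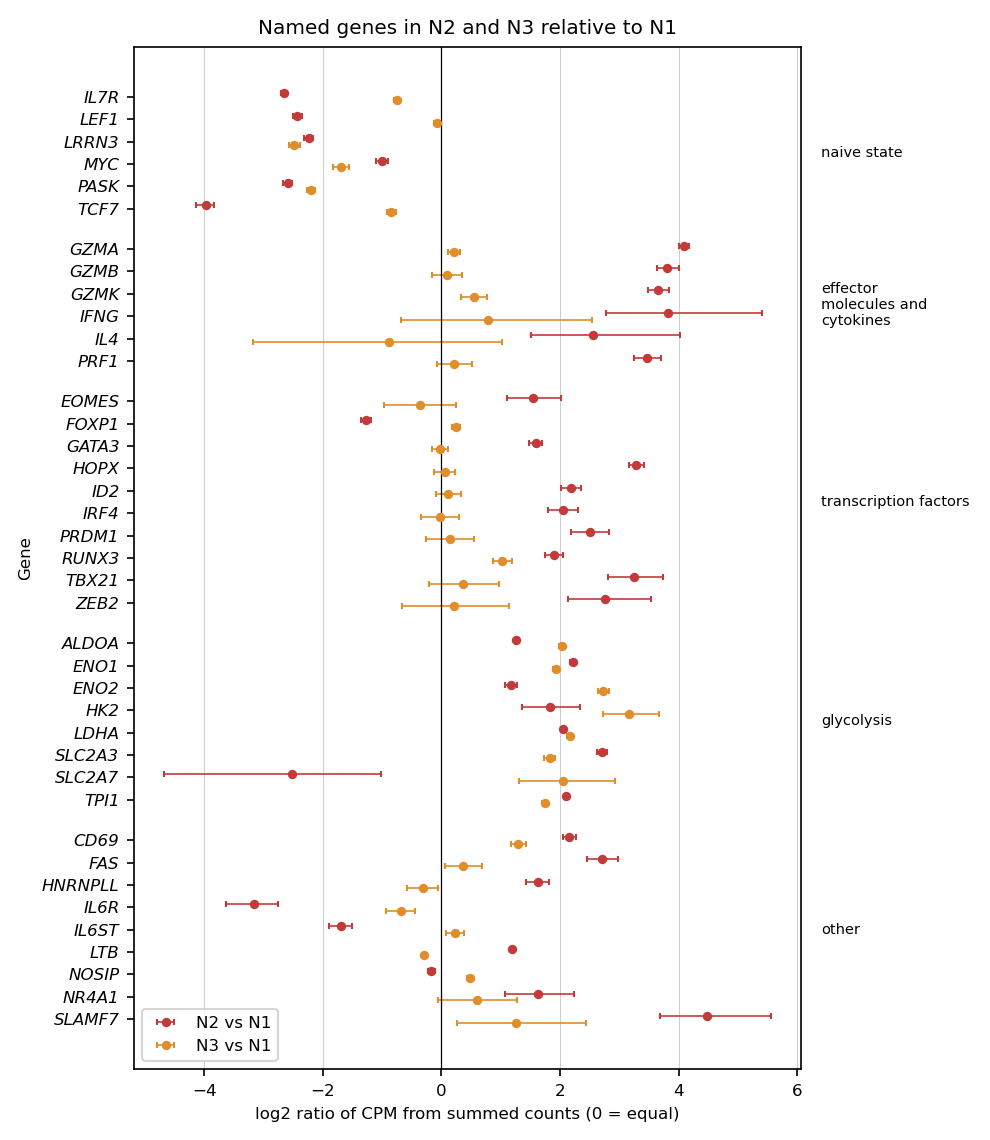
Log2 ratio of CPM from summed counts (horizontal axis) of the named genes reported here (vertical axis, by group) in N2 (red) and N3 (orange) relative to N1. Points are ratios and bars 95% counting intervals; the glycolysis genes of N3 all lie above 0, while 4 of its 6 effector molecules and cytokines have bars that include 0.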

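In N3 relative to N2, TCF7 had a log2 ratio of 3.13 (interval 2.98 to 3.29), LEF1 2.35 (2.27 to 2.43) and IL7R 1.90 (1.84 to 1.96). LEF1 lies on chromosome 4 from 108047545 to 108168956 and IL7R on chromosome 5 from 35852695 to 35879603. PASK had 0.40 (0.30 to 0.49), which became −0.33 on the scale of mean per-cell log2(CPM + 1). After thinning, 21.3% of 3638 N3 cells and 15.6% of 1783 N2 cells held a PASK UMI, and before thinning 26.1% of 4216 and 33.0% of 1816 cells did. LRRN3 at −0.25 and MYC at −0.69 were lower in N3 than in N2. The ratio of LRRN3 was 0.27 with neighborhoods from 2000 genes.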

Of note, we did observe upregulation of the nuclear receptor *NUR77* (*NR4A1*) in both N3 and N2 clusters compared to N1 cluster (Fig. 6d, N2 vs N1 & N3 vs N1), which indicates occurrence of TCR-stimulation event^38^. 

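NR4A1 (chromosome 12, 52022832 to 52059507) was counted 32 times in N1, 146 times in N2 and 54 times in N3, or at 2.33, 7.24 and 3.53 CPM. Its log2 ratio to N1 was 1.62 (interval 1.08 to 2.24) in N2 and 0.59 (−0.06 to 1.28) in N3. With only the naïve cells of N1 and the co-cultured cells of N3 the latter was 1.47. With the named genes kept among the features, N1 held 25 UMIs and N3 57, a ratio of 0.98 (0.29 to 1.74). Whether NR4A1 in N3 lay above N1 beyond counting error thus depended on how the neighborhoods were drawn. Without the named genes among the features, N1 also held 719 co-cultured cells. The whole naïve sample held 13 UMIs of NR4A1, so most of the 32 in N1 came from cells of the other samples. Between the whole samples, the co-cultured cells had a ratio of 1.82 (1.01 to 2.83) to the naïve cells. A UMI of NR4A1 was found in 0.701%, 4.46% and 0.925% of N1, N2 and N3 cells, and after thinning in 0.524%, 1.57% and 0.687%. The thinned N1 and N3 shares had intervals of 0.305 to 0.837 and 0.445 to 1.01, which overlap.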

Ingenuity Pathway Analysis (IPA) of N3 identified glycolysis as the top enriched pathway (Fig. S2c), further confirming the activation state of this neighborhood. Therefore, these results demonstrate that a minority of naïve CD8 T cells co-cultured with activated memory CD8 T cells attained a transcriptional profile consistent with the effector or activated/memory state, while the majority acquired a unique transcriptional profile hybrid between naïve and activated memory CD8 T cells.

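In place of the pathway software, a list of 18 glycolysis enzymes and glucose transporters, set before the data were examined, was compared with 10000 random lists of the same size and like expression. All 18 genes were higher in N3 than in N1, with a median log2 ratio of 1.78, and this median lay at the 100th percentile of the random lists, whose own median was 0.01. In N2 relative to N1 all 18 were higher too, with a median of 1.86, again at the 100th percentile. The paper's own genes, of which 7 had enough counts, gave the lowest percentile for N2 among the alternatives, 99.94. The paper named them from these same cells, so their percentile is no independent check. Those 7 are also among the 18 listed genes. GAPDH, the most abundant gene of the list, had 1856 CPM in naïve cells of N1, 5391 in co-cultured cells of N3 and 12985 in activated T_CM_ cells of N2.

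**Figure D3:**
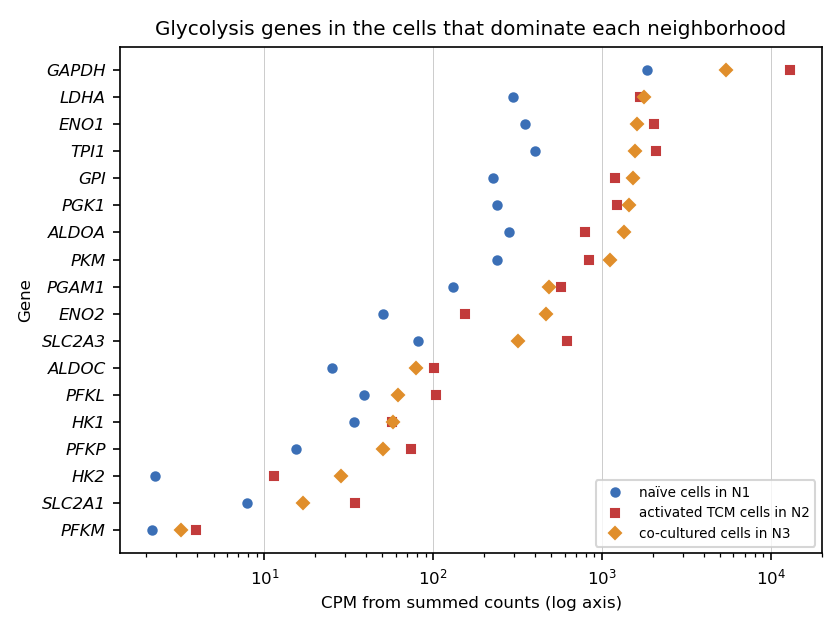
CPM from summed counts (horizontal log axis) of the 18 listed genes (vertical axis) in naïve cells of N1 (blue circles), activated T_CM_ cells of N2 (red squares) and co-cultured cells of N3 (orange diamonds), with neighborhoods drawn without any listed gene. Each gene is lowest in the naïve cells.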

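Over whole samples, 5200 genes had at least 500 UMIs in the co-cultured and naïve cells together. The highest log2 ratios after co-culture were those of C4orf47 (5.55, interval 4.53 to 7.11), MT3 (4.98), IGFBP2 (4.79), NRN1 (4.57) and HIF1A-AS3 (4.54). C16orf74 (−4.45), PASK (−2.42), LINC00861 (−2.41), LRRN3 (−2.26) and THEM4 (−2.19) had the lowest. Against activated T_CM_ cells the highest were NOG (6.31), NRN1 (4.63), APBA2 (4.15), MT1X (4.04) and MT1G (4.04), and the lowest OSM (−3.30), GZMH (−3.18), CXCR6 (−3.17), ADAM19 (−3.17) and GZMB (−3.15). MT1X and MT1G belong to a family of near-identical genes whose reads the counting could have split. From the share of cells in N2, the raised glycolysis genes of N3 without effector genes and the naïve-state genes that N3 keeps, the paper concludes that a minority of the naïve cells took on an effector or activated/memory profile and the majority a profile hybrid between both.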

Since majority of the naïve CD8 T cells that were co-cultured with activated T_CM_ CD8 T cells acquire a unique transcriptional profile i.e., N3 cluster, we thought to validate these changes at a protein level using flow cytometry-based approach. As shown in Fig. 6d, the upregulation of CD69 transcript could be a good candidate to differentiate between N1 (naïve alone) and N3 (unique T cell state). Hence, we repeated the scRNA-Seq co-culture conditions (activated T_CM_:T_N_-3:1) to examine CD69 cell surface protein expression. 

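CD69 (chromosome 12, 9752486 to 9760901) had 53.0 CPM in N1 and 130 in N3, a log2 ratio of 1.29 (interval 1.17 to 1.42), and 236 CPM in N2. A CD69 UMI was found in 14.2% of N1 cells, 26.9% of N3 cells and 64.5% of N2 cells. After thinning these shares were 9.27% (8.30 to 10.3), 20.6% (19.3 to 22.0) and 35.1% (32.9 to 37.4). GZMB, an effector transcript that N1 cells should lack, showed a share of 4.01% in thinned N3 cells.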

Our data demonstrated ~40% of CTV^+^ CD45RO^neg^ cell population expresses CD69. Furthermore, we observed a significant upregulation of CD69 in CTV^+^ CD45RO^+^ and CTV^+^ CD45RO^neg^ sub-populations compared to naïve CD8 T cells in the absence of activated T_CM_ CD8 T cells (Fig. 6e). Additionally, as shown in Fig. 1g, h, CD95 protein expression differentiated between CTV^+^ CD45RO^neg^ and CD45RO^+^ sub-populations. These data suggest that majority CTV^+^ naïve CD8 T cells co-culutred with activated T_CM_ CD8 T cells upregulate CD69 cell surface protein, which is widely accepted as an activation marker for T cells reflecting ongoing TCR-dependent responses.

To infer the trajectory of cellular differentiation in the three samples and to further confirm that N1, N2, and N3 are distinct neighborhoods, we utilized a pseudotime trajectory inference algorithm (Monocle 2) that is independent of UMAP output. As shown in Fig. 6f, the pseudotime trajectory consisted of three branches and one branching point. 

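Monocle 2 orders cells with DDRTree, an algorithm that fits a tree of centres to the cells in a reduced space. It was rewritten after its published form with 2 dimensions, on the same 100 genes, and side branches with under 5% of the cells were removed. The tree of 133 centres had 2 branching points and 4 terminal branches, and so did the tree from 2000 genes. Diffusion pseudotime rooted in N1 was set to a single branching, which gives 3 terminal groups by construction. On cells simulated along 3 arms at the depth of these cells, the same code returned 5 terminal branches, and at 30000 UMIs per cell it returned 3.

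**Figure D4:**
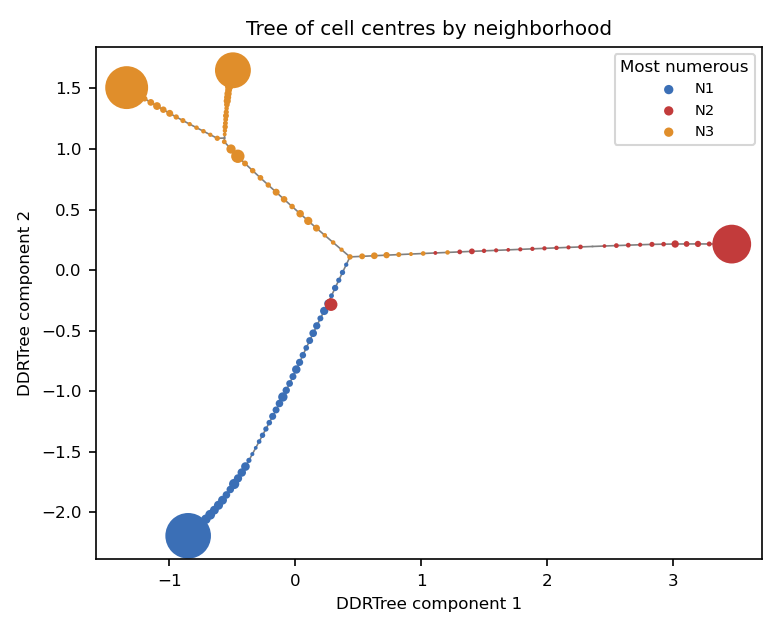
Centres of the DDRTree on its 2 components (no unit), joined by the tree and coloured by the neighborhood with most cells at each centre; the area of a point grows with its number of cells. A short side branch with under 5% of the cells is also drawn. Its end centre holds 31 N1, 89 N2 and 19 N3 cells. Apart from it, the tree ends in 1 branch of N1 cells, 1 branch of N2 cells and a pair of branches of N3 cells.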

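On the fitted tree, 98.3% of N1 cells (interval 97.8 to 98.7) lay on 1 terminal branch and 90.3% of N2 cells (88.8 to 91.6) on another. A further 6.40% of N2 cells, or 113, were counted on the branch of N1. Of these, 89 lay at the end of a removed side branch, whose cells were counted with the branch it leaves. N3 cells took up the other terminal branches, with 44.9% on one and 37.7% on the other, and 11.1% lay on the segment between the branching points. Diffusion pseudotime, measured from N1, had medians of 0.0246 in N1, 0.157 in N3 and 0.844 in N2.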

Consistent with the UMAP, N1 and N2 cells lie on the ends of two distinct branches in the trajectory, while N3 cells were distributed on the three branches, localizing near the branching point and at the end of the third branch. This trajectory supports the interpretation that the naïve cells co-cultured with activated memory T cells transition into unique and activated/memory T cell states.

## Discussion

Cytotoxic CD8 T cells (CTLs) are classically described as the “serial killers” of the immune system. They play a crucial role in host immune protection against pathogens including viruses, bacteria, parasites, and fungi. Additionally, they can fight tumors if they are not exhausted. Ironically, under certain environmental and genetic conditions they contribute to a wide range of autoimmune diseases e.g., Multiple Sclerosis, Rheumatoid Arthritis, and Type I Diabetes. Furthermore, alloreactive CD8 T cells are considered as one of the main drivers for transplant rejection^4,39–44^. Although, the cytotoxic characteristic features of CTLs are well-defined, their noncytotoxic functions have not been studied extensively. Here, we demonstrated a noncytotoxic role of human activated memory CD8 T cells upon their interaction with autologous naïve cells where naïve T cells acquire phenotype and transcription profile of two different states: (1) an activated/memory T cell state and (2) a unique transcriptional state that is a hybrid between naïve and effector/activated memory cells.

The concept of noncytotoxic roles of CD8 T cells has been studied previously by other groups as well. These functions can be exerted directly by T cells surprisingly through their killing machinery i.e., effector molecules. For instance, CD8 T cells maintain HSV-1 neuronal latency through degradation of viral proteins in granzyme B (GzmB) dependent-fashion^45^. Further, CTLs can suppress HBV and HCV replication in infected hepatocytes in a non-cytopathic manner^46,47^. Alternatively, CTLs can employ their noncytotoxic functions indirectly via cross-talk with other immune and non-immune cells. The Masopust lab and others spearheaded elegant studies showing that tissue-resident memory T cells generate a systemic and/or tissue-resident broad antimicrobial state via recruitment of T and B cells as well as activation of DCs and NK cells^48–52^. Further, memory CD8 T cells can protect dendritic cells (DCs) from cytotoxic T lymphocytes (CTL)-mediated killing by inducing GzmB inhibitor (Serpin SPI-6/PI-9) expression by the DCs^53,54^, while CD8 T cells expressing IL-21 provide help to B cells^55^. Recently, it has been reported that SLAMF7 and IL-6R cell surface expression distinguishes between cytotoxic and helper CD8 T cells, respectively^56^. Since in our study both naïve and memory CD8 T cells were sorted from the same healthy donors it is likely that upon activation, T_CM_ CD8 T cells developed a noncytotoxic function and presented self-peptides to naïve CD8 T cells acting as antigen-presenting cells (APCs). Our findings not only extend the concept of noncytotoxic functions of CD8 T cells into the context of naïve and memory CD8 T cells, but also provide insights into autoimmune reactivity that could arise after vaccination, infection, or transplantation.

Naïve CD8 T cells are tolerant of self-MHC molecules where their interaction provides low level of signaling that promotes cell survival^57,58^. However, in our in vitro system, naïve CD8 T cells not only survived but also became responsive and acquired activated/memory phenotypic and transcriptomic characteristic features. Indeed, our results are supported by a previous study showing that self-MHC peptide complexes become immunogenic during reduction in the total pool size of mouse T cells, resulting in proliferation and upregulated expression of the CD44 activation marker by CD4 T cells^59^. Furthermore, based on our findings and evidence from the literature, we postulate that the cross-talk between autologous naïve and activated memory T cells could be one mechanism for generation of auto-reactive CD8 T cells where naïve, auto-reactive T cells become activated by autologous activated memory T cells. Our hypothesis is supported by earlier data showing auto-reactive T cells can be readily detected in peripheral blood of healthy individuals^60^. Although our data demonstrate that MHC-I plays a pivotal role in the cross-talk between naïve and activated memory CD8 T cells, we do not overlook the potential minimum contribution of soluble factors, including cytokines in this process, specifically, the frequency of naïve CD8 T cells with activated/memory phenotype was not completely abrogated following MHC-I blocking.

Several pioneer labs including Ahmed, Sprent, Surh, Lefrancois, and others investigated the role of common gamma chain cytokines such as IL-2 and IL-15 and their effect on naïve CD8 T cells phenotype and function^34,61,62^. The common line of evidence that runs through these studies indicates that naïve cells masquerade as memory in the presence of cytokine-rich lymphopenia environment. However, more intriguingly, they showed the necessity of MHC class I in their animal models for this process. For instance, in Murali-Krishna and Ahmed's study, they observed that naïve cells did not undergo T cell activation and LIP upon transfer to irradiated MHC-I knockout (B2m KO) mice, which hints at the importance and necessity of MHC-I even in the presence of cytokine-rich lymphopenic environment^34^. Further, Cho et al recapitulate these observations by transferring naïve CD8 T cells into irradiated MHC-I and Tap-1 Knockout mice in the presence of IL-2 complex (IL-2a/IL-2)^3,61^. These results raise the question of whether there is a link between response to gamma chain cytokines and expression of MHC-I. Indeed, Lefrancois lab elegantly showed that adoptive transfer of naïve CD8 T cells into irradiated B2m KO mice did not proliferate compared to WT mice even following injection with IL-15 complex (IL-15/IL-15Rα)^62^. Thus far, the above-mentioned observations give us a clue toward the role of MHC-I-TCR axis possibly by sensitizing naïve cells to be responsive to gamma chain cytokines. Mathew et al. showed the upregulation of CD122 (IL2/15Rβ) in polyclonal and LCMV gp33-specific CD8 T cells following LCMV acute infection^63^. On the contrary, gamma-chain cytokines such as IL-2 can reduce TCR threshold and sensitize CD8 T cells to be more responsive to low-binding affinity peptides, which could further explain participation of low-affinity self-antigen specific CD8 T cell clones in an autoimmune response^64^. Interestingly our TWS results further suggest that not only MHC-I but also cytokines that require trans-presentation rather than secretion such as IL-15 could play a role in our phenotype^65–67^. In summary, these studies demonstrate that although cytokines play a role, MHC-I is still necessary.

Another possible scenario that could explain our phenotype is the replenishment of the pool of memory CD8 T cell pool following pathogen control. During homeostasis, naïve CD8 T cells continuously recirculate between the periphery and secondary lymphoid tissue^5,6^. Hence, it is likely they can interact with activated memory CD8 T cells in lymphoid tissue. Following pathogen clearance, large numbers of activated cells die off^68,69^; however, the pool of memory CD8 T cells is required to maintain its numbers. To achieve such homeostasis requires a fine balance between cell death and proliferation^70^, which is mediated in part by the common gamma chain cytokines, IL-7 and IL-15^18,71–74^. Our results reveal an additional mechanism besides antigen-independent homeostatic proliferation (Fig. 7).

**Fig. 7:**
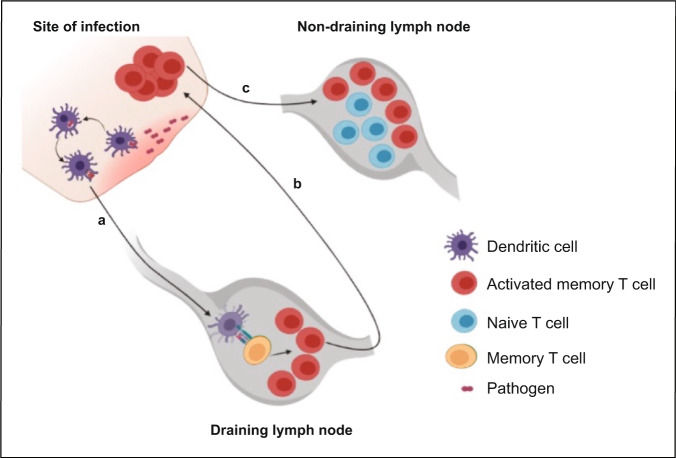
Proposed model postulating the cross-talk between naïve and activated memory CD8 T cells. **a** Upon pathogen re-exposure memory CD8 T cells become activated in the draining lymph nodes and **b** migrate to the site of infection to control the pathogen. **c** A proportion of the activated memory CD8 T cells migrates to antigen-free lymph nodes where they interact with naïve CD8 T cells resulting in acquisition of an activated/memory phenotypic properties by naïve CD8 T cells. The figure was created by BioRender under University of Pittsburgh license.

Broadly, our findings identify a noncytotoxic function of human memory CD8 T cells that could represent one mechanism whereby memory cells are ‘conscious’ to set the activation threshold of autologous naïve cells. This could be relevant to several scenarios beyond homeostasis settings; for instance, our results could also explain the activation of autoreactive T cells and the surprising emergence of autoimmune diseases following vaccination^75^. Additionally, the recurrence of autoimmune diseases following organ transplantation^76–80^ could be explained by the cross-talk between donor-specific alloreactive memory T cells and auto-reactive naïve T cells. Finally, these results lay the foundation and open future avenues to uncover additional cross-talks between activated memory T cells and a wide spectrum of other immune and non-immune cell types.

## Materials and methods

### Isolation and flow cytometric analysis of human naive and memory CD8 T cell subsets from healthy adult blood

This study was approved by the Institutional Review Board (IRB#00608014) of The University of Pittsburgh, School of Medicine. Consent was obtained from all donors. Human mononuclear cells were isolated from peripheral blood of healthy adults followed by CD8 T cell purification using Mojo Human total CD8 T cell negative selection enrichment kit (BIOLEGEND). After enrichment of CD8 T cells, naive and memory CD8 T cell subsets were FACS-purified using fluorochrome-conjugated antibodies against the following cell surface markers, as previously described^14,15^. CD8 T_N_ cells were phenotyped as live CD3^+^, CD8^+^, CCR7^+^, CD45RO^−^, and CD95^−^ cells; effector memory (T_EM_) CD8 T cells were phenotyped as live CD3^+^ CD8^+^, CCR7^-^, and CD45RO^+^ cells; central memory (T_CM_) cells were phenotyped as live CD3^+^, CD8^+^, CCR7^+^, and CD45RO^+^ cells; whereas stem cell memory (T_SCM_) cells were phenotyped as live CD3^+^, CD8^+^, CCR7^+^, CD45RO^-^, and CD95^+^ cells. Sorted cells were checked for purity (i.e., samples were considered pure if >95% of the cells had the desired phenotype).

### Cell proliferation dye labeling and generation of polyclonal activated memory CD8 T cells

Sorted naïve and memory CD8 T cell subsets were labeled with cell trace violet (CTV) dye at 2.5 µM and carboxyfluorescein succinimidyl ester (CFSE) dye at 1 µM respectively (Life Technologies). To generate polyclonal activated memory CD8 T cells, each memory CFSE-labeled subset was stimulated in vitro using Dynabeads Human T-Activator anti-CD3/CD28 coated magnetic beads [1:1 ratio] (Gibco) in a 96-well round-bottom plate for 18 h, followed by bead removal using a plate magnet (Thermo-Fisher Scientific).

### Co-culture of activated memory CD8 T cells with naïve CD8 T cells, flow cytometry, and image stream analysis

Activated memory CD8 T cells were co-cultured with resting naïve CD8 T cells at 1:1 and 3:1 ratios (Memory:Naïve). The cells were maintained in complete RPMI-1640 culture (cRPMI) medium containing 10% FBS (Atlanta Biologicals), penicillin-streptomycin, and gentamycin (Lonza) at 37 °C and 5% CO_2_ for 7 days. To examine naïve CD8 T cell phenotype by flow cytometry (BD Fortessa), Live/dead staining was performed (Ghost dye Violet 510, TONBO) and cell surface staining was conducted using the following fluorochrome-conjugated antibodies: CCR7-PE (Biolegend-Clone: G043H7), CD45RO-APC (Biolegend-Clone: UCHL1), and CD95-PECy7 (Biolegend-Clone:DX2). In some experiments, CD69 PE-Cy7 (Biolegend-Clone: FN-50) was used. In addition, for image stream analysis, an aliquot of stained cells was acquired in an Amnis Mark II image stream analyzer and examined with Amnis IDEAS software (Luminex).

### Blocking proliferation of T_CM_ CD8 T cells

We blocked the proliferation of T_CM_ CD8 T cells using three approaches: (**1**) T_CM_ CD8 cells were resuspended as 150–300 K in 500 μl cRPMI medium followed by gamma irradiation at 2000 rads. Cells were then washed once with 14 ml cRPMI and counted for activation with anti-CD3/CD28 beads in a 96-well round-bottom plate. After 18 h, beads were removed by plate magnet then the cells were co-cultured with naïve CD8 T cells at 3:1 ratios (Memory:Naïve). Non-irradiated cells were used as controls. (**2**) CTV-labeled naïve CD8 T cells were co-cultured with activated T_CM_ CD8 T cells (1:1 ratio) in the absence or presence of different concentrations of CsA 10 ng/ml and 100 ng/ml (Sigma-Aldrich). These concentrations were selected based on previous studies showing potent inhibition of T cell proliferation^81,82^. (**3**) Anti-human IL-2 antibody (R&D-clone#5334) was added to the co-cultures to neutralize IL-2. According to manufacturer’s recommendations 0.01–0.03 μg/ml antibody is sufficient to block 2 ng/ml of IL-2. In our experimental setup, we thought to add 5X (0.1 μg/ml) more to ensure complete neutralization of IL-2. IgG2a Isotype controls were used at the same concentration.

### Measurement of IL-2 in the supernatant of activated T_CM_ CD8 T cells

IL-2 levels were measured with BD Cytometric Bead Array (CBA) kit. Briefly, 50 K T_CM_ CD8 T cells were stimulated with anti-CD3/CD28 beads in a 96-well round-bottom plate. After 18 h, beads were removed by plate magnet then cultured alone for 7 days then supernatants were collected and stored at −80 Celsius. At the day of the experiment, 50 μL of thawed supernatant was added to 50 μl of IL-2 capture beads (beads coated with anti-IL-2 antibody) then incubated for 2 h at room temperature in dark. Subsequently, 50 μL of phycoerythrin (PE) detection reagent was added then incubated for 1 h at room temperature in the dark. The samples were washed with 1 mL of wash buffer and centrifuged for 5 min at 200 *g*. After discarding the supernatant, the bead pellet was resuspended in 100 μL buffer. Measurements were performed on the Flow Cytometer (BD Fortessa) and then analyzed by FCAP Array^**TM**^ Software (BD Bioscience). IL-2 concentration was measured by its fluorescent intensity. Calibrated standard curve was generated using the IL-2 standard serial dilutions.

### Addition of rhIL-2 to the co-cultures

Briefly, CTV-labeled naïve CD8 T cells were co-cultured with unstimulated T_CM_ CD8 T cells (1:1 ratio) then recombinant human IL-2 (Peprotech-200-02) was added at final concentration 1 ng/ml and 10 ng/ml. Following 6 days of co-culture, the naïve CD8 T cells were phenotyped using anti-CCR7 and CD45RO fluorochrome-conjugated antibodies.

### Generation of cell-free supernatant and Trans-well system

Cell-free supernatant was obtained from activated T_CM_ CD8 T cells. Briefly, two wells of T_CM_ CD8 T cells (each at 50 K cells/200 μl) were activated as described above. Supernatant (total of 300 μl) was pooled from both wells followed by two rounds of centrifugation at 450 × *g* to avoid cell contamination. One-third of the volume (100 μl) was used and added to CTV-labeled naïve CD8 T cells. Regarding the trans-well system, CTV-labeled naïve CD8 T cells were cultured in the top chamber of the Trans-well system (3 μm pore size, Corning) while T_CM_ CD8 T cells were activated in vitro as described above while activated T_CM_ CD8 T cells were cultured in the bottom chamber. In other experiments, naïve cells were cultured in the bottom while memory at the top. Fresh culture media was added every other day to the top chamber to avoid media evaporation. Following 7 days of culture, the naïve CD8 T cells were phenotyped using anti-CCR7 and CD45RO fluorochrome-conjugated antibodies.

### Blocking MHC class I

Briefly, CFSE-labeled activated T_CM_ CD8 T cells were co-cultured with CTV-labeled naïve CD8 T cells (1:1 ratio) in the presence or absence of anti-MHC class I antibody at a final concentration 2.5, 5, 10 μg/ml (Ultra-LEAF clone W6/32-Biolegend) at the beginning of the 7 days co-culture period. As controls, isotype IgG2a (Biolegend) was added at 2.5 μg/ml final concentration. Separate experiments were done at (memory:naïve—3:1 ratio) in the presence or absence of anti-MHC class I antibody at a final concentration 5 μg/ml.

### Cell preparation and sorting for scRNAseq

CD8 T cells subsets were sorted from one healthy donor. Activated T_CM_ cells (150 K) were labeled with CFSE and co-cultured with resting CTV-labeled naïve CD8 T cells (50 K) at a 3:1 ratio respectively for 7 days. As for controls, isolated naïve T cells or activated T_CM_ were cultured separately in similar conditions. Thereafter, live naïve and activated T_CM_ cells were sorted, while only CTV^+^ cells (which included both CTV^+^ CD45RO^−^ and CD45RO^+^ subpopulations) were sorted following co-culture of naïve with activated T_CM_ cells. Each sorted sample was then labeled with cell hashing antibodies (Totalseq-C, Biolegend) for later demultiplexing, then pooled together and sequenced in one flow cell.

### scRNAseq and data preprocessing

scRNAseq was performed using 10× Genomics Single Cell 5’ solution, version 1, according to the manufacturer’s instructions with 4000 sorted cells loaded for naïve or activated T_CM_ and 9000 cells for naïve after co-culture. mRNA and hashtag oligos cDNA libraries from pooled samples were sequenced on the NovaSeq6000 Platform (Illumina). Single-cell raw matrix files were obtained using the Cell Ranger’s pipeline with alignment to the human reference hg38. The raw matrix was then preprocessed and analyzed using Partek Flow v10.0.21.0801 (Partek). Quality control was done using knee point and EmptyDrops^83^ to exclude empty droplets. After centered log-ratio (CLR) normalization of the cell hashing count matrix, Hashtag demultiplexing was performed by using an implementation of the algorithm used in ref. ^84^. Multiplets were excluded based on the cell hashing classification and applying an inclusion filter on counts per cell (600–15000) and detected genes per cell (500–4000). Cells with greater than 10% mitochondrial gene expression were excluded to eliminate dead or apoptotic cells. The resulted gene expression matrix was of 9455 cells by 19,327 genes. 

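The deposited matrix has 9455 cells and 19327 columns, of which 1 holds the cell name and 19326 hold genes. Its cells have 610 to 3946 detected genes and at most 9.94% mitochondrial counts. The recovered totals run from 1507 to 29951 UMIs per cell, and 8983 cells lie within the stated range of counts. The 472 cells above 15000 UMIs are 428 activated T_CM_ cells (27.4% of that sample), 39 co-cultured cells (0.759%) and 5 naïve cells (0.182%).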

Single-cell gene expression counts were normalized by log_2_ (counts per million + 1).

### Bioinformatic analyses

Dimensionality reduction was performed using Uniform Manifold Approximation and Projection (UMAP) on the top 100 and 2000 genes of highest variance utilizing the following parameters: local neighborhood size = 15, minimal distance = 0.1, distance metric = Euclidean, initialization = random. By visualizing cells in two dimensions based on their gene expression, UMAP allowed for the detection and classification of visually distinct cell neighborhoods. To compare the gene expression of each neighborhood, we performed Partek Flow’s Gene Specific Analysis. The resulting fold changes were represented using heatmaps that were generated in Graphpad Prism (Version 8.3). Canonical pathway activity was investigated using Ingenuity Pathway Analysis (Qiagen). Pseudotime trajectory inference (Monocle 2) was utilized to demonstrate the cellular differentiation states and trajectory of differentiation in our sequenced samples.

### Statistics and reproducibility

All statistical analyses were performed using GraphPad Prism software (Version 8.3). Unpaired nonparametric Mann-Whitney and paired nonparametric Wilcoxon tests were used for two groups comparison. For comparisons of more than two groups, ordinary one-way ANOVA Bonferroni multiple comparison test was used. Data were presented as means ± SEM. *P < 0.05, **P < 0.01, and ****P < 0.0001. In flow cytometry experiments, at least four biological replicas were used to ensure reproducibility within a given experiment. In regards to the scRNA-Seq experiment, gene expression changes across the neighborhoods were validated at a protein level using flow cytometry-based approach.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Single cell RNA sequencing raw data generated in this study has been deposited to the NCBI Gene Expression Omnibus (GEO) accession number GSE202548. All data used in graphs are provided in Supplementary Data 1.

How the deposited data were processed for this re-analysis (not part of the article)

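Naïve CD8 T cells, activated T_CM_ CD8 T cells and CTV-labeled naïve cells sorted after 7 days of co-culture, all from 1 healthy donor, were marked with hashtag antibodies and sequenced as a single pooled 10x Genomics 5′ library. The methods give 4000 sorted cells loaded for the naïve or activated T_CM_ samples and 9000 for naïve after co-culture. According to the methods, the authors aligned reads with Cell Ranger to hg38, removed empty droplets by knee point and EmptyDrops, assigned hashtags after a centred log-ratio, excluded multiplets and cells outside the ranges of 600 to 15000 counts and 500 to 4000 genes or above 10% mitochondrial counts, and normalized the counts. The deposited values are log2(CPM + 1) per cell and gene, made by the authors in Partek Flow, for 9455 cells and 19326 genes. The hashtag file names the sample of each cell, and all 9455 cells were matched to it.

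From these values the CPM and then the UMI counts were recovered, since 99.9998% of the values above 0 are whole multiples of the smallest value of their cell, to within 0.05 of a UMI. Cells summed to between 999988 and 1000011 CPM. Total UMIs per sample were 11517579 for naïve, 18216767 for activated T_CM_ and 19468187 for naïve after co-culture. Ratios of abundant genes such as GZMA and LDHA therefore have narrow counting intervals, and those of sparse genes, such as IFNG and NR4A1, wide ones. All conditions are single samples, cells are not replicates, and no p-values were computed. Poisson and binomial intervals are exact at 95%, and medians of gene groups have intervals from Poisson resampling of the summed counts.

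Neighborhoods came from UMAP (umap-learn 0.5.12) on the 100 genes of highest variance, with 15 neighbours, minimal distance 0.1, Euclidean distance and random initialization, followed by k-means with k = 3 (scikit-learn 1.9.0). Neighborhoods for gene ratios left the 40 named genes and the glycolysis list out of the features, and those for the other lists left out every listed gene. The test of free RNA in N3 used the neighborhoods for gene ratios. Ratios are of CPM from summed counts with 0.5 counts added. The genes named are those the paper names for this experiment and, for each pair of samples, the 5 highest and the 5 lowest log2 ratios among genes with at least 500 UMIs, without T cell receptor, immunoglobulin, mitochondrial and ribosomal protein genes. BNIP3, GAPDH, MT1F and MT2A were named after their values were seen. Results of some genes are not reported here. Gene positions are from GENCODE release 44 on the same build.

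Gene lists were set against 10000 random lists of the same size, drawn from the 200 genes nearest in expression, for genes with at least 50 counts. The lists were glycolysis (18 genes), hypoxia-induced genes (20), genes induced by T cell receptor signals (15), interferon gamma (14), common gamma-chain cytokines (9) and amino acid stress (12), mitochondrially encoded genes (10) and type I interferon (12). The glycolysis list was set before the data were examined and the others after. The trajectory used DDRTree written in Python (numpy 2.4.6) with 2 dimensions, and Monocle 2 and Ingenuity Pathway Analysis were not used here. Diffusion pseudotime and Leiden clusters came from scanpy 1.11.5. V gene usage compared each cell's most abundant TRAV and TRBV gene with naïve and activated T_CM_ cells held out of the reference, in 10000 random draws.

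The steps were tested on simulated data. Simulated gene ratios between the co-cultured and naïve samples had the right direction for 100% of changed genes, and the intervals held the simulated value for 95.5% of 5355 genes. These counts were drawn as Poisson counts, which the intervals assume, so the coverage checks the calculation only. Of 100 random lists 7 passed the 95th percentile, and of 100 lists raised by 0.5 on the log2 scale 95 did, both for N3 relative to N1. DDRTree found the simulated number of branches at 30000 UMIs per cell but not at the depth of these cells. V gene mixtures of 0, 50 and 100% activated T_CM_ cells returned medians within 2 percentage points, with SDs of 18.7 to 21.5. The mixtures were drawn from the same cells that set the scale, so they show the spread of the measure but cannot reveal a bias.

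Alternatives covered the mitochondrial limit, the number and choice of genes, the way neighborhoods are drawn, doublet calls, thinning to 2200 UMIs per cell (the 10th percentile, rounded down), totals without mitochondrial and ribosomal genes, TMM factors, the per-cell scale, the cells of the dominant sample, the trajectory method and the V genes used. Flow cytometry experiments were not analysed here.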

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

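The tests of oxygen or nutrient shortage and the tests of the interferon-induced and metallothionein genes given here were chosen after the result was seen, while the tests of T cell receptor stimulation, interferon gamma, depth, free RNA and doublets for N3 were set before their own results were seen, with gene lists written after the data were first examined.

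Hypoxia-induced genes outside the glycolysis list, which the paper does not discuss, were raised in the co-cultured sample above both control cultures. Of a list of 20 such genes, 19 had enough counts, and all 19 were higher in the co-cultured than in the naïve sample, with a median log2 ratio of 2.49. In the activated T_CM_ sample 18 of them were higher than in the naïve sample, with a median of 1.48. BNIP3 had 98.2 CPM in naïve cells of N1, 280 in activated T_CM_ cells of N2 and 733 in co-cultured cells of N3. The co-cultured cells of N1 also had a median of 1.44 over naïve cells of N1, for 17 genes with enough counts. Co-cultured cells of N2, set against activated T_CM_ cells of N2, showed little of this: the hypoxia list had a median of 0.15 at percentile 95.47, with 13 of 19 genes higher, and the glycolysis list a median of −0.23 at percentile 0.57. Lower depth is argued against as the cause of N3, since 80.9% of the thinned co-cultured cells still lay there. Free RNA from activated T_CM_ cells is argued against as well. In N3, 8 abundant effector genes reached a median of 2.69% of the excess of activated T_CM_ over naïve cells (0.445 to 3.97%), while 11 of 14 abundant hypoxia-induced genes lay above their T_CM_ level. The neighborhoods of this test kept hypoxia-induced genes among their features, namely BNIP3, BNIP3L, FAM162A and DDIT4. All samples shared a single pooled library, so free RNA of the pool reaches naïve cells too. The effector measure thus covers only free RNA beyond that shared level. The median of 2813 UMIs in co-cultured N3 cells, below the 3320 of naïve N1 cells, argues against doublets. In N3 relative to N1 the hypoxia list lay at the 100th percentile of random lists, with a median of 2.14, so a shortage of oxygen or glucose in wells that held both populations may account for part of the N3 profile, glycolysis genes included, since many of these are induced by the same factor. The small difference in N2 speaks against a shortage that raised these genes alike in all cells of the wells, although activated T_CM_ cells cultured alone already had them raised. An amino acid stress list showed no such rise, with a median of −0.23 at percentile 16.58. The list of genes induced by T cell receptor signals had a median of 0.31, with 8 of 11 genes higher, at percentile 96.68, which leaves a receptor stimulus open too. Interferon gamma-induced genes had a median of 0.03 at percentile 54.72 in N3 relative to N1, where 8 of 13 were higher. When co-cultured N3 cells were set against naïve N1 cells their median was 0.42 at percentile 98.19, with 11 of 13 higher, so interferon gamma stays open. A list of genes induced by common gamma-chain cytokines had a median of 0.13 at percentile 77.09. The culture well and the contact with activated T_CM_ cells changed together in this design, so an effect of the memory cells stays open and was not tested.

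Several metallothionein genes, which the paper does not discuss, stood far above both controls after co-culture. MT1X, on chromosome 16 from 56682470 to 56684196, had 1120 CPM in the co-cultured sample, 76.6 in the naïve and 68.1 in the activated T_CM_ sample. MT3 had 152, 4.78 and 9.55 CPM, while MT1F differed less, with 94.2, 27.9 and 56.0 CPM. The family's genes are near-identical, so the split of reads among them is uncertain. Free RNA from activated T_CM_ cells is argued against by the MT1X level, since these cells hold less of the transcript than the co-cultured cells. MT2A, at 2591 CPM after co-culture, 194 in naïve and 310 in activated T_CM_ cells, was also highest after co-culture. Oxygen shortage or metal ions in the co-culture wells cannot be told apart from an effect of the memory cells, since only the co-cultured cells were in these wells, and each could raise these genes.

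Interferon-induced genes were raised in the co-cultured cells that stayed in N1, the group that resembles naïve cells. With neighborhoods drawn without any listed gene, 13 of 13 interferon gamma-induced genes were higher in the 801 co-cultured N1 cells than in naïve N1 cells, with a median log2 ratio of 1.52 at the 100th percentile of random lists. The 13 genes were also higher than in co-cultured N3 cells, with a median of 0.75. Interferon-induced genes outside the lists, such as IFITM1 and IFITM2, stayed among the features. The split of co-cultured cells between N1 and N3 may thus rest partly on the interferon response itself. Of 12 listed genes with at least 100 UMIs in the co-cultured N1 cells, 6 lay above their level in activated T_CM_ cells, which argues against free RNA from those cells. The median of 2925 UMIs, below the 3320 of naïve N1 cells, argues against doublets with activated T_CM_ cells. Whether type I interferon or interferon gamma is behind it cannot be told apart here. A list of type I interferon genes had a median of 0.73 at percentile 99.87, with 8 of 8 genes higher, in a range from 0.06 to 4.89, and 10 of 10 were higher than in co-cultured N3 cells. One hypothesis is that interferon from activated T_CM_ cells acts on the co-cultured cells and may show most in those that lack the N3 profile.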

How the results depend on the processing

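All alternatives were set before the data were examined except the limit of 15000 UMIs per cell, which was chosen after seeing the data.

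Over all alternatives, 474 of 760 ratios of single genes stayed within the counting interval of the value given, 282 moved without changing direction beyond counting error and 4 reversed. Of the 100 gene ratios behind these, 90 are of named genes between neighborhoods and 10 of the genes with the largest ratios after co-culture. The 90 do not cover every neighborhood comparison of the 40 named genes. All 90 ratios stayed within their interval without the Scrublet calls, and all 10 with TMM factors, but Scrublet removed only 4 cells, which says nothing about doublets. The mean per-cell log2(CPM + 1) moved most ratios, with 19 of 100 within their interval. The glycolysis list stayed above the 95th percentile under each alternative, with neighborhoods drawn with the list, with the paper's genes alone and without a count minimum. Since the paper named its genes from these same cells, that alternative is no independent check. A mitochondrial limit of 5% leaves 6980 of 9455 cells.

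With that limit the share of naïve cells in N1 was 96.1%, of activated T_CM_ cells in N2 99.8%, and of co-cultured cells in N1, N2 and N3 17.1%, 6.72% and 76.2%. With 2000 genes these shares were 96.2%, 93.5%, 6.73%, 2.00% and 91.3%. Without the named genes, 98.0% of naïve cells lay in N1, and 4.67% and 81.3% of co-cultured cells in N2 and N3. Without mitochondrial, ribosomal, T cell receptor and immunoglobulin genes, 14.8% and 81.2% of co-cultured cells lay in N1 and N3. With k-means on 20 principal components, 99.2% of naïve cells lay in N1, 96.9% of activated T_CM_ cells in N2 and 2.55% of co-cultured cells in N2. With cells thinned to 2200 UMIs, 96.9% of activated T_CM_ cells lay in N2, and 16.0%, 3.16% and 80.9% of co-cultured cells in N1, N2 and N3. With at most 15000 UMIs per cell, 5.94% and 80.6% of co-cultured cells lay in N2 and N3. The cause was not tested for any of these shifts. With Leiden clusters merged to 3, 99.2% of naïve and 95.9% of co-cultured cells lay in N1 and 0.0195% of co-cultured cells in N3. This follows from the merging itself, which gave a cluster of 2 cells a group of its own. A second UMAP seed left each of these shares within its interval.

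The median ratio of the effector molecules and cytokines in N2 relative to N1, 3.73, was 3.12 as a difference of mean per-cell log2(CPM + 1), 3.39 with mitochondrial and ribosomal genes left out of the totals, 3.92 after thinning and 3.92 with at most 15000 UMIs. In N3 relative to N1 it was 0.70 with 2000 genes and 0.0089 on the per-cell scale, against 0.21. Between the co-cultured and naïve samples it was 0.0920 on the per-cell scale and 0.76 with at most 15000 UMIs, against 1.11. The median of the named glycolysis genes in N3 relative to N1, 2.04, was 3.35 on the per-cell scale, 1.94 with the smaller totals and 2.26 with only the cells of the sample that dominates each neighborhood. Between the co-cultured and naïve samples, at 2.07, it was 3.41 on the per-cell scale and 1.93 with the smaller totals. The median of the naïve-state genes in N3 relative to N2, which is the value of PASK, was 0.40 and reversed to −0.33 on the per-cell scale. It was 0.76 with 2000 genes, 0.64 with the smaller totals, 0.25 after thinning and 0.20 with at most 15000 UMIs. On the per-cell scale NOSIP also reversed, to 1.63 in N2 and to −1.26 in N3 relative to N2, and LRRN3 in N3 relative to N2 reversed to 0.27 with 2000 genes. The per-cell scale reads more cells of a deep group as positive, and thinning brought NOSIP in N2 relative to N1 to −0.02, but the cause of these shifts was not tested further.

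The tree from 2000 genes placed 84.9% of N1, 84.2% of N2 and 69.8% of N3 cells on branches where their neighborhood was the most numerous, against 98.3%, 90.3% and 94.0%. Diffusion pseudotime gave 88.5%, 95.8% and 97.3%, and the cause was not tested. The minimum spanning tree of the neighborhood means has 2 ends by construction. The number of branches is limited by depth. Simulated cells along 3 arms gave 5 terminal branches at a median of 3353 UMIs, with 62.6% of the outer cells on a branch of their own arm, and 3 terminal branches at 30000 UMIs. Simulated cells along a single line gave 6 at the depth of these cells.

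The share of activated T_CM_ cells in a mixture with the V gene usage of the co-cultured N2 cells stayed within its wide interval with TRBV genes only, TRAV genes only or at least 2 UMIs of V genes. The alternatives for hashtag demultiplexing were not run, since the hashtag file used gives a sample per cell and no counts. The alternative without a cell filter is the deposited matrix itself.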

Differences from the paper's values

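No test in this part was chosen after the result was seen, apart from the limit of 15000 UMIs per cell.

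The paper states an inclusion range of 600 to 15000 counts per cell, whereas the recovered totals of the deposited cells run from 1507 to 29951. No alternative set before the data were examined bears on these limits. The number of cells equals the paper's 9455, and the cells above 15000 UMIs are among them.

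The paper describes 1 branching point in the pseudotime trajectory, and the tree fitted here had 2. Among the alternatives set before the data were examined, diffusion pseudotime has 1, as set by construction, while the tree from 2000 genes had 2 and the minimum spanning tree of the neighborhood means 0. Monocle 2 itself was not run.

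For SLC2A7 the paper states a rise in N2 relative to N1, and the ratio here was −2.51, from 4 UMIs in N2 and 17 in N1. No alternative run gave a value above 0, and the nearest was −0.02 on the scale of mean per-cell log2(CPM + 1). For NOSIP the heat map of Fig. 6d shows a rise in N2 relative to N1, and the ratio of summed counts here was −0.17. The difference of mean per-cell log2(CPM + 1), which is set on the paper's own scale, gave 1.63. For PASK the paper states higher expression in N3 than in N2, and the ratio of summed counts, 0.40, has that direction, while the difference on the per-cell scale was −0.33.

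The shares of naïve cells in N1, 98.6%, and of activated T_CM_ cells in N2, 99.2%, match the numbers printed in Fig. 6c.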

Other observations

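The tests of the hashtag rate and of the mitochondrially encoded transcripts were chosen after the result was seen, and those of V gene usage and of doublets in N2 were set before their results were seen.

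Whether the co-cultured cells in N2 are naïve cells that changed or activated T_CM_ cells carried into the sort was tested by T cell receptor V gene usage, which a cell keeps as it differentiates. The usage of the 193 cells corresponds to a mixture with 37.6% activated T_CM_ cells, with an interval of −2.39 to 77.4%. It lay at percentile 97.52 of random draws of naïve cells and at percentile 0.1 of draws of activated T_CM_ cells. With TRBV genes only the mixture was 61.2% and with TRAV genes only 18.2%. The same measure in the co-cultured N3 cells, taken as a control, gave −4.73% (−13.2 to 3.97), with 33.8% from TRBV genes alone and −48.0% from TRAV genes alone. Both gene sets thus shift the measure in opposite directions in N3, and the interval in N2 is wide, so carried-over T_CM_ cells and changed naïve cells cannot be told apart by it. Doublets of a naïve and an activated T_CM_ cell are argued against by the median of 5661 UMIs, below the 9907 of activated T_CM_ cells in N2. Hashtag errors at the rate of the naïve sample, whose share in N2 has an upper limit of 1.12%, are argued against as the whole cause by the co-cultured share of 3.76%.

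Mitochondrially encoded transcripts were lower after co-culture. All 10 genes fell relative to the naïve sample, with a median log2 ratio of −1.15, and the median share of mitochondrial counts per cell was 1.96% after co-culture, 5.48% in naïve and 4.12% in activated T_CM_ cells. Random lists of like level had a median of 0.0350 in the same comparison, which argues against a few abundant genes taking most of the counts. The limit of 10% mitochondrial counts is argued against because 95% of the co-cultured cells lay below 4.49%. In N3 relative to N1 the median was −1.25. One hypothesis is that this fall may belong with the rise of the hypoxia-induced genes, but that link was not tested.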
